# Estrogen receptor beta in astrocytes modulates cognitive function in mid-age female mice

**DOI:** 10.1038/s41467-023-41723-7

**Published:** 2023-09-28

**Authors:** Noriko Itoh, Yuichiro Itoh, Cassandra E. Meyer, Timothy Takazo Suen, Diego Cortez-Delgado, Michelle Rivera Lomeli, Sophia Wendin, Sri Sanjana Somepalli, Lisa C. Golden, Allan MacKenzie-Graham, Rhonda R. Voskuhl

**Keywords:** Cognitive ageing, Astrocyte

## Abstract

Menopause is associated with cognitive deficits and brain atrophy, but the brain region and cell-specific mechanisms are not fully understood. Here, we identify a sex hormone by age interaction whereby loss of ovarian hormones in female mice at midlife, but not young age, induced hippocampal-dependent cognitive impairment, dorsal hippocampal atrophy, and astrocyte and microglia activation with synaptic loss. Selective deletion of estrogen receptor beta (ERβ) in astrocytes, but not neurons, in gonadally intact female mice induced the same brain effects. RNA sequencing and pathway analyses of gene expression in hippocampal astrocytes from midlife female astrocyte-ERβ conditional knock out (cKO) mice revealed Gluconeogenesis I and Glycolysis I as the most differentially expressed pathways. *Enolase 1* gene expression was increased in hippocampi from both astrocyte-ERβ cKO female mice at midlife and from postmenopausal women. Gain of function studies showed that ERβ ligand treatment of midlife female mice reversed dorsal hippocampal neuropathology.

## Abstract (web summary)

Here the authors show in female mice at mid-life that deletion of estrogen receptor β in astrocytes induced cognitive impairment, hippocampal atrophy, glial activation and synaptic loss. ERβ ligand treatment restored cognition and decreased neuropathology in these animals.

## Introduction

As advances in healthcare lead to longer lifespans, cognitive decline associated with brain aging has become a major concern. Brain aging is associated with brain atrophy and neurodegeneration. It is also a risk factor for susceptibility and progression in many neurodegenerative diseases^1^. A better understanding of the effect of brain aging during health can provide insights into the effect of brain aging during disease.

While some factors of aging may not be reversible, others may be, such as the loss of endogenous sex hormones with aging. Menopause and andropause are each associated with cognitive decline in healthy people and are thought to worsen disabilities in Alzheimer’s disease (AD) and multiple sclerosis (MS)^2–4^. Since testosterone is converted to estrogen in brain by aromatase, a decline in either sex hormone would result in less ligation of estrogen receptors in brain. This is relevant to neurodegeneration during aging since estrogens have shown neuroprotective properties when optimized for estrogen type and dose as well as timing of administration and age of recipients^5–8^.

The study of sex differences in health and disease is a way for basic research to be grounded in known clinical observations. Sex differences in disease can be mechanistically disentangled at the laboratory bench, with findings translatable to the clinic as treatment trials optimally tailored for women or men^9–11^. With regard to neurodegeneration, menopause in healthy women involves cognitive difficulties, termed “brain fog”, that affect hippocampal-dependent verbal memory, attention, and processing speed as quantified by objective cognitive testing^12,13^. Also, healthy women have worse brain gray matter atrophy as assessed by magnetic resonance imaging (MRI) after age 65 years^14,15^. Alzheimer’s disease (AD) is more common in women over age 60, which is not accounted for merely by greater longevity^16^, and the rate of progression from mild cognitive impairment (MCI) to AD appears higher in women at older ages^16^. In multiple sclerosis (MS), older women have worsening of disabilities and more gray matter atrophy after menopause^17–19^. In contrast, at younger ages, namely before age 65 years, healthy men compared to women appear to have worse gray matter atrophy^20–22^. Also, at these relatively younger ages, men may be at greater risk for MCI^23^, and the rate of progression from MCI to AD has been reported to be higher in men^16^. So too in MS, gray matter atrophy and cognitive deficits are worse in relatively younger men at mean ages in their early 40s^24–27^. Thus, differential timing of menopause versus andropause may impact neurodegeneration with brain aging^1^. Andropause in men starts at age 30 years with gradual decline of testosterone to age 70 years. In contrast, sex hormones are maintained in women through midlife until menopause at mean age 52 years with an abrupt loss of estradiol and progesterone. A neuroprotective effect of sex hormones is consistent with men demonstrating more risk for neurodegeneration before age 50 years, while women are more at risk after age 55 years. These sex differences in brain aging in humans serve as background and rationale for doing mechanistic studies addressing sex differences in brain aging in mice.

A sex-specific approach can provide mechanistic insights into age related cognitive decline. Sex differences in healthy brain structure and function are well established and exist across species^28,29^, indicating a biologic effect of either sex hormones or sex chromosomes^9^. A brain region-specific approach is required since there are known differences in gene expression from one brain region to another within astrocytes^30–32^, microglia^33^, neurons^34^, and oligodendrocytes^35^. Finally, a cell-specific and receptor-specific approach is required since effects of estrogen receptors (ERα and ERβ) can be either synergistic or antagonistic depending on cell type^36,37^.

Sex differences in cognitive aging have been previously described in animal models^38^. Age related estrogen loss impairs cognition and is thought related to neurodegenerative changes in the hippocampus and prefrontal cortex^39^. Estrogen receptor beta (ERβ) ligand treatment has induced beneficial effects on recognition memory in ovariectomized rats using object recognition and placement memory tasks with effects on monoaminergic systems in hippocampus and prefrontal cortex^40^. Also, treatment with selective ERβ agonists reduced hot flash-like symptoms and enhanced spatial and object recognition memories in young ovariectomized mice^41^. Neuron-glia signaling contributes to synaptic changes and cognitive impairment during aging and neurodegenerative diseases^42–47^. Whether ERβ activation in neurons or glia can modulate cognitive decline during aging remains unclear.

Here, ligation of ERβ in astrocytes, but not neurons, is shown to mediate protection from hippocampal-dependent cognitive decline, dorsal hippocampal atrophy by in vivo MRI, and dorsal hippocampal neuropathology in female mice at midlife, but not young age. Further, genome wide analyses of gene expression in hippocampal astrocytes from midlife female mice with selective deletion of ERβ in astrocytes revealed dysregulation of genes involved in glucose metabolism. Lastly, ERβ ligand treatment of midlife female mice mitigated cognitive deficits and reversed dorsal hippocampal neuropathology.

## Results

### Sex differences occur in brain substructure atrophy during aging, with female mice showing relative protection at midlife followed by abrupt volume loss thereafter

First, we determined if a biomarker of brain aging in humans, namely substructure atrophy, might be sensitive in detecting neurodegeneration with aging in mice. We collected in vivo MR images in both female and male C57BL/6 mice at three ages: young (3–4 months), midlife (12–14 months), and old (20–22 months). See overview schematic of mice at various ages, either gonadectomized (GDX) or sham-treated (Fig. 1a). Atlas-based morphometry was used to analyze substructure volumes (Fig. 1b). Sham-treated females and males each showed significant atrophy at old age as compared to young age in frontal cortex and striatum (Fig. 1c, d). However, at midlife there was a sex difference, with females showing relative protection as compared to males. The trajectory in males (blue) was gradual atrophy from young to midlife to old ages. In contrast, females (red) showed no atrophy from young to midlife, but thereafter had an abrupt drop in substructure volumes from midlife to old age. Further, the dorsal hippocampus is primarily involved in cognition and memory and is analogous to the posterior hippocampus in humans which is known to atrophy with age^48,49^. In dorsal hippocampus, sham-treated female mice had no atrophy from young to midlife, but had significant atrophy at old age (Fig. 1e). Whole hippocampus also showed atrophy from midlife to old age in sham-treated female, but not male, mice. (Supplementary Fig. 1). Thus, female mice were relatively protected against aging associated region-specific brain atrophy at midlife, but thereafter the trajectory of atrophy was striking.

**Fig. 1:**
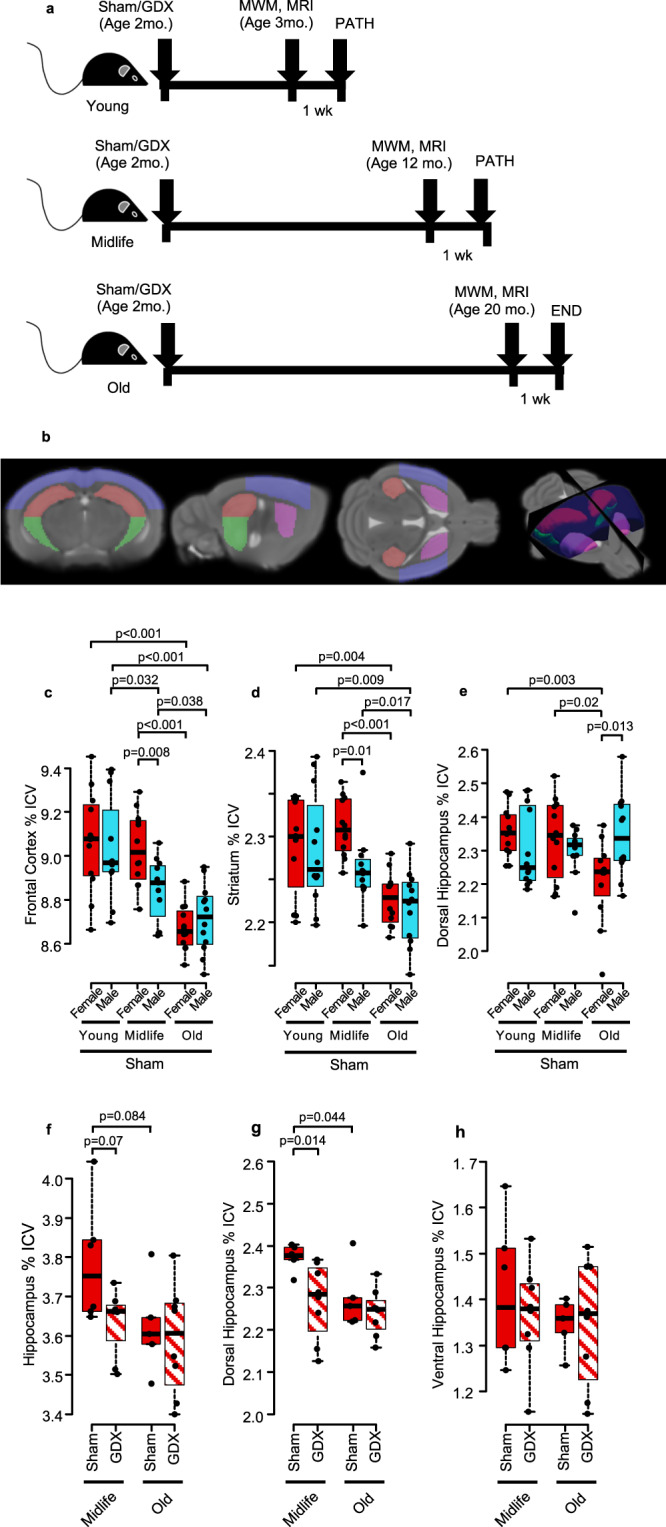
Female mice show abrupt brain substructure volume loss after midlife compared to males, and ovariectomized females have smaller dorsal hippocampal volumes than sham treated females at midlife. **a** Schematic showing timing of gonadectomy (GDX) or sham surgery, cognitive assessment by Morris Water Maze (MWM), in vivo MRI, and pathology (PATH) at young, midlife, and old ages. **b** In vivo MRI was collected from young, midlife, and old female and male mice. Substructure volumes visualized on the mean template (dorsal hippocampus = red, ventral hippocampus = green, cortex = blue, striatum = purple). Sham-treated female (red) and male (blue) volumes are expressed as a percentage of intercranial volume (ICV) for (**c**) frontal cortex, (**d**) striatum, and (**e**) dorsal hippocampus over the lifespan. Males showed gradual atrophy in frontal cortex and striatum from young to midlife to old age. In contrast, females maintained volumes through midlife, followed by atrophy from midlife to old age. Dorsal hippocampus showed atrophy in females from midlife to old age, while males did not have atrophy. Two-way ANOVA indicated a significant interaction between sex and age in dorsal hippocampus (*p* = 0.0059). *n* = 12 for all groups (**c**–**e**). *p* values were calculated by two-sided Welch’s *t*-test. Female sham-treated (solid) and GDX (diagonal lines) substructure volumes, assessed by MRI, expressed as a percentage of intercranial volume (ICV) are shown for (**f**) whole hippocampus, (**g**) dorsal hippocampus, and (**h**) ventral hippocampus. GDX females showed smaller dorsal hippocampus than sham females at midlife (*p* = 0.014). Female midlife sham *n* = 6 and midlife GDX *n* = 8, old sham *n* = 5 and old GDX *n* = 8. *p* values were calculated by two-sided Welch’s *t*-test. All box plots with center lines showing the medians, boxes indicating the interquartile range, and whiskers indicating a maximum of 1.5 times the interquartile range beyond the box.

### The effect of loss of endogenous ovarian hormones on dorsal hippocampal atrophy as measured by in vivo MRI

Given the sex differences observed in regional brain atrophy by in vivo MRI at midlife in sham-treated female mice, we next determined the effect of loss of endogenous sex hormones on atrophy of the hippocampus and its substructures in females at midlife. GDX versus sham surgery occurred at 2 months of age (see schematic, Fig. 1a). The effect of loss of ovarian hormones on hippocampal volumes at midlife was compared with hippocampal volumes at old age by collecting in vivo MR images from GDX and sham female mice at midlife and old age in a separate, independent experiment (Fig. 1f–h). In dorsal hippocampus, GDX females at midlife had smaller dorsal hippocampal volumes compared to sham females at midlife, with volumes in GDX midlife similar to those observed at old age (GDX and sham) (Fig. 1g). Whole hippocampus (Fig. 1f) showed trends similar to dorsal hippocampus, while ventral hippocampus (Fig. 1h) showed no effect, revealing hippocampal subregion-specific effects. In contrast to effects observed at midlife, GDX did not induce atrophy of dorsal hippocampus in female mice at young age (Supplementary Fig. 2).

### Loss of endogenous ovarian hormones induces hippocampal-dependent cognitive impairment in female mice at midlife

Next, we assessed how aging affects spatial reference memory using Morris Water Maze (MWM) testing at young, midlife, and old ages (see schematic, Fig. 1a). Consistent with previous observations in wild-type controls in mouse models of Alzheimer’s disease, there was no significant impairment of spatial memory in healthy, sham-treated, C57BL/6 wild type female or male mice with aging (Fig. 2a, b). When we determined the effect of removal of endogenous ovarian hormones on cognitive behavioral testing in females and males at midlife, we found a sex difference. GDX female mice showed impairment of spatial reference memory at midlife, while GDX males performed well (Fig. 2c). Next, an interaction between loss of ovarian hormones and aging was discovered. GDX females at midlife had cognitive impairment (Fig. 2c), but neither GDX females that were young (Fig. 2c), nor sham-treated females that were midlife (Fig. 2a), had cognitive impairment. Together, this revealed a sex hormone by age interaction, whereby spatial memory impairment was due to both loss of ovarian hormones and aging.

**Fig. 2:**
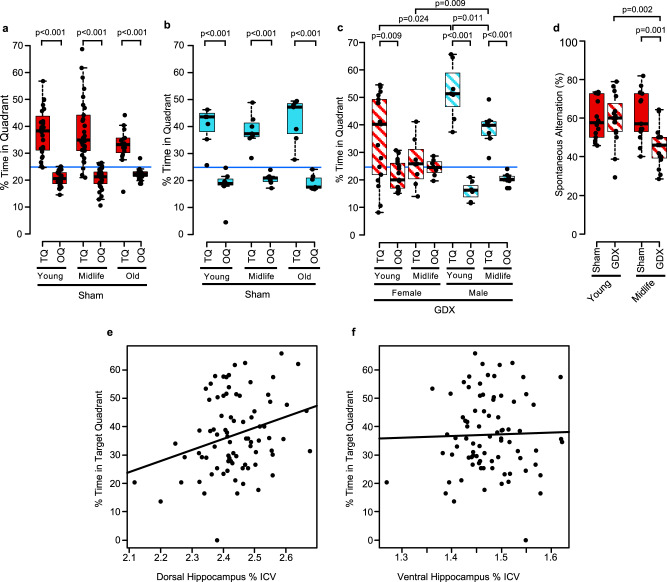
Ovariectomy of female mice worsens cognition at midlife, but not young age. **a**, **b** Cognitive assessment by the Morris water maze. Three different ages (Young, Midlife, and Old) of sham-treated C57BL/6 wild type (**a**) females or (**b**) males were tested using Morris Water Maze (MWM) behavioral testing. A probe trial was conducted 2 h after the 5-day platform hidden training (without escape platform). % of time in the target quadrant of the maze (TQ) indicated memory of the platform location in preference to the average of other 3 quadrants (OQ). **a** Significant preference for the TQ compared to the OQ for all ages was observed in sham treated females (*p* < 0.0001, TQ vs. OQ in all ages), indicating intact reference memory in each group with no between group differences. Blue line indicates the null hypothesis (25% in TQ). Female young *n* = 24, midlife *n* = 30, and old *n* = 16. **b** Significant preference for the TQ compared to the OQ for all ages was observed in sham treated males indicating intact reference memory in each group. Male young *n* = 7, midlife *n* = 14, and old *n* = 7. **c** Percent (%) time in target quadrant (TQ) and the average of other quadrants (OQ) among females (red) and males (blue), at young and midlife, all GDX (diagonal lines). Intact cognition (significant preference for the TQ compared to OQ) was observed in GDX females young and in all GDX males (young and midlife), while GDX females at midlife had impairment. Between groups differences showed a significant decrease of % time in TQ in GDX females at midlife compared to GDX males at midlife (*p* = 0.0093). There was also a significant decrease of % time in TQ in GDX females at midlife compared to sham females at midlife (**c** vs. **a**, *p* = 0.0085). Female GDX young *n* = 17 and midlife *n* = 8, Male GDX young *n* = 7 and midlife *n* = 7. **d** Significant working memory impairment, assessed by Y maze, was observed in midlife GDX females (*p* = 0.0011, vs. midlife sham; *p* = 0.0024, vs. young GDX). Female young sham *n* = 14 and GDX *n* = 16, midlife sham *n* = 13 and GDX *n* = 16. Percent (%) time in TQ correlated with (**e**) dorsal hippocampus volume (*r* = 0.28; *p* = 0.011), but not with (**f**) ventral hippocampus volume (*r* = 0.027; *p* = 0.809). *p* values were calculated by two-sided Mann–Whitney *U* test, except for two-sided Pearson correlation analyses (**e**, **f**). All box plots with center lines showing the medians, boxes indicating the interquartile range, and whiskers indicating a maximum of 1.5 times the interquartile range beyond the box.

To further investigate hippocampal-dependent cognitive impairment induced by loss of endogenous ovarian hormones in female mice at midlife, we performed Y maze testing to assess working memory. There was significant working memory impairment in GDX females at midlife compared to sham at midlife, as well as compared to young females (GDX and sham), (Fig. 2d). This result extended the observation of a sex hormone by age interaction from spatial reference memory to working memory. Together, two hippocampal-dependent behavioral tasks demonstrated that loss of endogenous ovarian hormones in female mice induced cognitive impairment at midlife, but not young age.

### Correlations between dorsal hippocampal volumes by in vivo MRI and performance on Morris Water Maze testing

To determine the relationship between hippocampal atrophy and spatial reference memory, we correlated hippocampal substructure volumes with time spent in the target quadrant (TQ) on the MWM. We observed that there was a positive correlation between whole hippocampal volume and time spent in TQ (*r* = 0.22, *p* = 0.049). Specifically, smaller volumes (worse atrophy) in the hippocampus were associated with less time in the TQ (worse spatial reference memory performance). Correlations using hippocampal substructures demonstrated that this effect in whole hippocampus was driven by a positive correlation between time spent in TQ and the volume of dorsal hippocampus (Fig. 2e), not ventral hippocampus (Fig. 2f). This suggested that dorsal hippocampal atrophy as measured by in vivo MRI in mice is a sensitive biomarker for hippocampal-dependent cognitive impairment in aging. Also, these functional correlations underscored the importance of a region-specific approach in evaluating brain atrophy during aging.

### Dorsal hippocampal neuropathology

Given the results in dorsal hippocampal-dependent behavioral test performance, we next assessed the effect of GDX on neuropathology within dorsal hippocampus. Reactive astrogliosis was assessed by colocalization of LCN2 and GFAP. An increase in LCN2^+^GFAP^+^ astrocytes was observed in GDX female mice compared to gonadally intact (sham) females at midlife (Fig. 3a, b). In contrast, there was no effect of GDX in young mice (Fig. 3b). Next, microglia activation was assessed by colocalization of IBA1 and MHCII. There was an increase in IBA1^+^MHCII^+^ microglia in GDX females compared to gonadally intact at midlife (Fig. 3c, d), but not at young age (Fig. 3d). Disease-associated microglia (DAM) were assessed by colocalization of CLEC7A and P2RY12, as described^50^. An increase in DAM was observed in GDX female mice compared to gonadally intact at midlife (Fig. 3e, f), but not at young age (Fig. 3f). Lastly, synaptic loss was assessed using co-localization of expression of the pre-synaptic marker SYN1 and the post-synaptic marker PSD95. Synaptic loss was observed in GDX female mice compared to gonadally intact at midlife (Fig. 3g, h), but not at young age (Fig. 3h). Together, neuropathology of dorsal hippocampus revealed a sex hormone by age interaction, whereby loss of ovarian sex hormones alone or aging to midlife alone was not deleterious. Instead, both sex hormone loss and aging were needed to induce glial activation and synaptic loss in dorsal hippocampus in female mice.

**Fig. 3:**
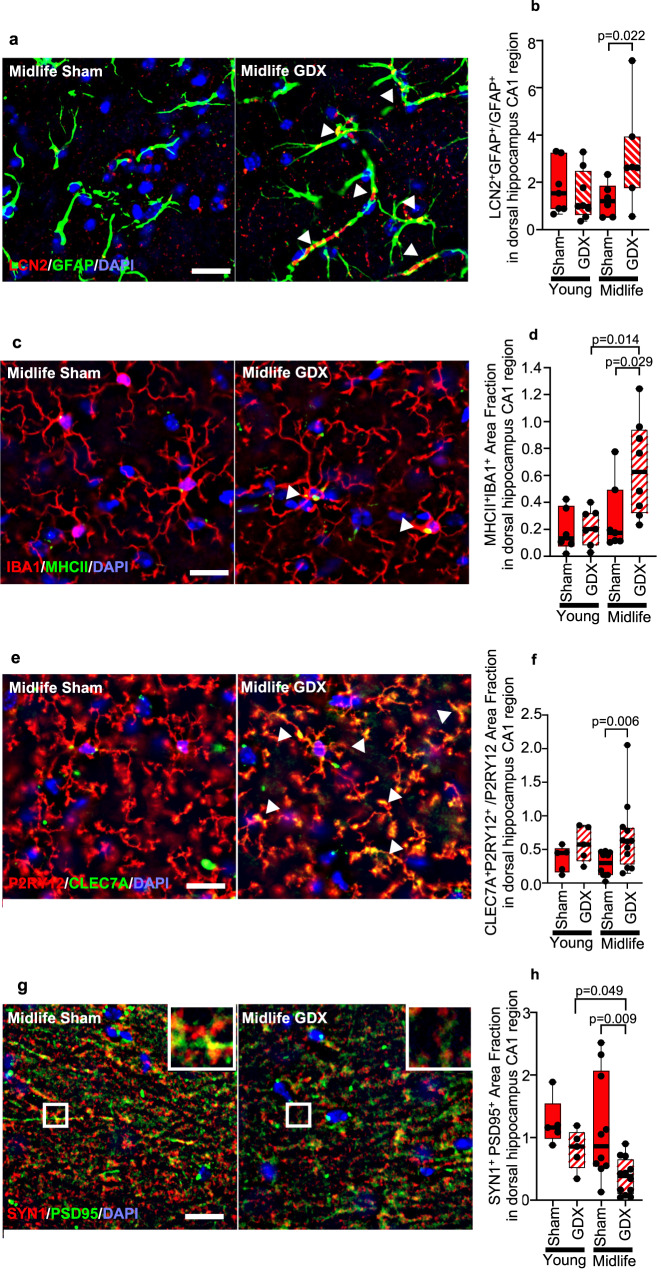
Gonadectomy induces glial activation and synaptic loss in dorsal hippocampus in female mice at midlife, but not young age. **a** Representative ×40 images of LCN2 (red), GFAP (green), merged images for colocalization (yellow, white arrowheads) showing astrocyte reactivity; **c** MHCII (green), IBA1(red), merged images for colocalization (yellow, white arrowheads) showing activated microglia; **e** CLEC7A (green), P2RY12 (red), merged image for colocalization (yellow, white arrowheads) showing disease-associated microglia (DAM); **g** SYN1(red), PSD95 (green), merged images for colocalization (yellow, white arrowheads) showing pre- and post-synaptic staining. Inset: Magnification at ×100. Nuclei were counterstained with DAPI (blue). Bar = 20 um. Quantitative analysis of (**b**) LCN2^+^GFAP^+^ area fraction, (**d**) MHCII^+^IBA1^+^ area fraction, (**f**) CLEC7A^+^P2RY12^+^ area fraction, and (**h**) SYN1^+^PSD95^+^ area fraction in dorsal hippocampal CA1 region from GDX and sham females at young and midlife ages. Midlife GDX females showed a significant increase in reactive astrocytes (*p* = 0.0221), activated microglia (*p* = 0.0289), DAM (*p* = 0.0028), and synaptic loss (*p* = 0.009) each as compared to midlife sham females. Female young sham *n* = 7, 6, 5, 5, and GDX *n* = 8, 7, 5, 5, midlife sham *n* = 6, 7, 10, 10 and GDX *n* = 7, 8, 12, 12 (**b**, **d**, **f**, **h**, respectively). *p* values were calculated by two-sided Mann–Whitney *U* test. All box plots with center lines showing the medians, boxes indicating the interquartile range, and whiskers indicating from the minimum and to the maximum values.

To determine the relationship between spatial reference memory and hippocampal pathology, we correlated time spent in the TQ on MWM testing with neuropathology outcomes. There was a negative correlation between time spent in the TQ with LCN2^+^GFAP^+^ astrocytes (*r* = −0.46203, *p* = 0.017) as well as with MHCII^+^IBA1^+^ microglia (*r* = −0.4151, *p* = 0.035) (Supplementary Fig. 3). Specifically, worse spatial reference memory performance was associated with increased activation of astrocytes and microglia. Similar correlations were also observed for working memory using Y maze, with a negative correlation between spontaneous alternations with LCN2^+^GFAP^+^ astrocytes (*r* = −0.51211, *p* = 0.006) as well as with MHCII^+^IBA1^+^ microglia (*r* = −0.47227, *p* = 0.017). Thus, spatial reference memory and working memory performance were each associated with glial activation in dorsal hippocampus.

### Selective deletion of ERβ in astrocytes and neurons

Next, we investigated a cell-specific and hormone receptor-specific mechanism through which endogenous estrogens could be mediating dorsal hippocampal neuroprotection. Hippocampal astrocytes play a role in memory formation and synaptic transmission^30,45,51,52^. ERβ is expressed in both astrocytes and neurons^53–55^. In addition, ERβ has potential as a therapeutic target since its activation does not induce ERα mediated adverse effects on breast. Thus, we next determined whether selective deletion of ERβ in either astrocytes or neurons in gonadally intact female mice could recapitulate the effect of loss of endogenous estrogen during gonadectomy on dorsal hippocampal outcomes. To this end, we created estrogen receptor β (ERβ) conditional knock-outs in astrocytes (astrocyte ERβ cKO) or neurons (neuron ERβ cKO). To generate the astrocyte ERβ cKO and the neuron ERβ cKO, we chose the *mGFAP-Cre 77.6* line^56^ and the rat *neuronal specific enolase (NSE)-Cre* line^57,58^, respectively. Each was crossed with mice containing homozygous floxed *Esr2* alleles. The breeding scheme drove Cre recombinase allele inheritance from females (mother), not from males (father), to avoid ectopic expression of Cre recombinase in the male germline (see Methods). Validation of ERβ deletion in the neuron ERβ cKO was previously published^57^. To investigate the specificity of Cre expression in the *mGFAP-Cre 77.6* line, we crossed the *mGFAP-Cre 77.6* line to RiboTag mice (Fig. 4a) and assessed HA expression in hippocampus using immunofluorescence staining. Double immunolabeling showed colocalization of HA with astrocyte markers GFAP and ALDH1L1 (Fig. 4b, c). Lack of colocalization was observed with other cell-specific markers, namely NEUN for neurons, P2RY12 and IBA1 for microglia, and CC1 for oligodendrocytes (Fig. 4b). Following confirmation of astrocyte-specific Cre expression in hippocampus of the *mGFAP-Cre 77.6* line, we crossed the *mGFAP-Cre 77.6* line with mice containing homozygous floxed *Esr2* alleles (Fig. 4d). Efficacy of selective deletion of ERβ in hippocampal astrocytes was shown by immunofluorescence staining (Fig. 4e). ERβ^+^ GFAP^+^ colocalized staining was significantly reduced in the astrocyte ERβ cKO as compared to that in wild type (WT) littermates and in neuron ERβ cKO mice (Fig. 4f). Conversely, ERβ expression remained intact in neurons of the astrocyte-ERβ cKO (see Supplementary Fig. 4).

**Fig. 4:**
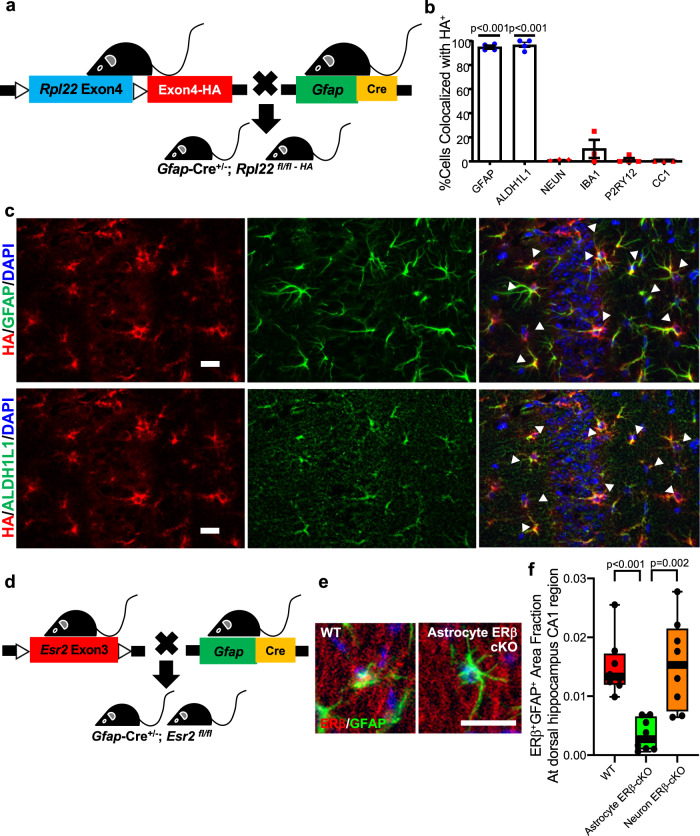
Validation of Cre expression specificity in *mGFAP-Cre 77.6* mice and ERβ selective deletion in the astrocyte ERβ cKO. **a** Breeding scheme to generate mGFAP-Cre; RiboTag mice. **b** Quantification of HA-colocalization with GFAP^+^ and ALDH1L1^+^ for astrocytes, NEUN^+^ cells for neurons, IBA1^+^ and P2RY12^+^ for microglia, and CC1^+^ cells for oligodendrocytes. *N* = 4 for GFAP, ALDH1L1, and P2RY12, and *n* = 3 for IBA1, NEUN, and CC1. Error bars represent SEM. *p* values were calculated by two-sided one sample *t*-test. **c** Representative ×40 images of HA (red), GFAP (green, top), and ALDH1L1 (green, bottom) with merged images for colocalization (yellow, arrowheads) in dorsal hippocampal CA1 region from *mGFAP-Cre(77.6)*; RiboTag mice. Bar = 20 um. Experiments were repeated independently at least twice. **d** Breeding scheme to generate *mGFAP-Cre(77.6); ERβ*^*fl/fl*^ mice. **e** Representative ×40 image of ERβ (red) and GFAP (green) with colocalization (yellow) in dorsal hippocampus CA1 region from WT littermates (WT, left), *mGFAP-Cre(77.6); ERβ*^*fl/fl*^ (astrocyte ERβ cKO, right) mice. Bar = 10 um. **f** Quantitative analysis of area fraction of colocalized ERβ^+^ GFAP^+^ in dorsal hippocampal CA1 region from WT littermates (WT, red), astrocyte ERβ cKO (green), and *rNSE-Cre; ERβ*^*fl/fl*^ (neuron ERβ cKO, orange) mice. A significant decrease of ERβ^+^ GFAP^+^ colocalized area was observed in astrocyte ERβ cKO, compared to WT littermates (*p* = 0.0002) and compared to neuron ERβ cKO (*p* = 0.0019). *n* = 8 per group. *p* values were calculated by two-sided Mann–Whitney *U* test. Box plots with center lines showing the medians, boxes indicating the interquartile range, and whiskers indicating from the minimum and to the maximum values.

### Neuroprotection in female mice at midlife is mediated by ERβ in astrocytes

At midlife, gonadally intact mice with selective deletion of ERβ in either astrocytes or neurons, as well as WT littermates, underwent cognitive behavioral testing and in vivo MRI to determine whether a protective effect of endogenous estrogens on hippocampal atrophy in females at midlife was mediated through ERβ in astrocytes or neurons. In the MWM task, WT female mice showed significant preference for the TQ compared to other quadrants (OQ). In contrast, astrocyte ERβ cKO females did not show significant preference for the TQ (Fig. 5a). Neuron ERβ cKO female mice demonstrated no cognitive deficit thereby underscoring the importance of cell specificity in ERβ gene deletion.

**Fig. 5:**
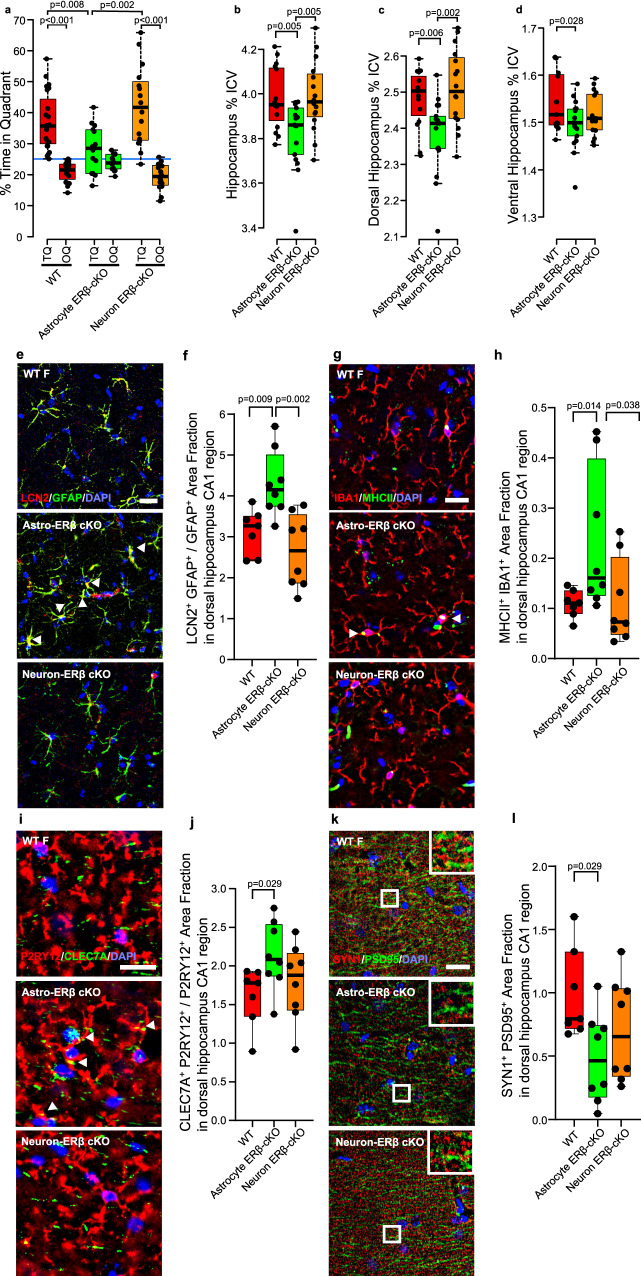
Selective deletion of ERβ in astrocytes induces cognitive deficits, dorsal hippocampal atrophy and neuropathology therein at midlife in female mice. **a** Gonadally intact wild type (WT, red) females along with conditional knock-outs of ERβ in astrocytes (astrocyte ERβ cKO, green) or in neurons (neuron ERβ cKO, orange) were assessed at midlife for spatial reference memory by MWM. WT and neuron ERβ cKO showed preference for the TQ over the OQ (*p* < 0.0001), while astrocyte ERβ cKO did not. Blue line indicates the null hypothesis (25% in TQ). Between groups differences showed a significant decrease in % time in TQ in gonadally intact females with ERβ deleted in astrocytes (*p* = 0.0077 vs. WT; *p* = 0.0021 vs. neuron ERβ cKO). WT *n* = 23, astrocyte ERβ cKO *n* = 14, and neuron ERβ cKO *n* = 16. Substructure volumes, assessed by MRI, taken as a percentage of intercranial volume (ICV) are shown for (**b**) hippocampus, (**c**) dorsal hippocampus, and (**d**) ventral hippocampus. Astrocyte ERβ cKO females showed worse atrophy compared to WT and compared to neuron ERβ cKO at midlife in whole hippocampus (*p* = 0.0048, vs. WT; *p* = 0.004973, vs. neuron ERβ cKO) and dorsal hippocampus (*p* = 0.0055 vs. WT; *p* = 0.0016 vs. neuron ERβ cKO). WT *n* = 15, astrocyte ERβ cKO *n* = 17, and neuron ERβ cKO *n* = 18. **e**–**l** Neuropathology. Representative ×40 images of (**e**) LCN2 (red), GFAP (green), merged images for colocalization (yellow, white arrowheads) showing astrocyte reactivity, (**g**) MHCII (green), IBA1(red), merged images for colocalization (yellow, white arrowheads) showing activated microglia, (**i**) CLEC7A (green), P2RY12 (red), merged image for colocalization (yellow, white arrowheads) showing disease-associated microglia (DAM), (**k**) SYN1 (red), PSD95 (green), merged images for colocalization (yellow, white arrowheads) showing pre- and post-synaptic staining. Inset: Magnification at ×100. Nuclei were counterstained with DAPI (blue). Bar = 20 um. Quantitative analysis of (**f**) LCN2^+^GFAP^+^ area fraction for reactive astrocytes, (**h**) MHCII^+^IBA1^+^ area fraction for activated microglia, (**j**) CLEC7A^+^P2RY12^+^ area fraction for disease associated microglia (DAM), and (**l**) SYN1^+^PSD95^+^ area fraction for synapses in dorsal hippocampal CA1 region among WT (red), astrocyte ERβ cKO (green), and neuron ERβ cKO (orange) females at midlife. Astrocyte ERβ cKO showed a significant increase of reactive astrocytes (*p* = 0.0093, vs. WT; *p* = 0.0019, vs. neuron ERβ cKO), activated microglia (*p* = 0.014, vs. WT; *p* = 0.0379, vs. neuron ERβ cKO), and DAM (*p* = 0.0289, vs. WT), as well as synaptic loss (*p* = 0.0289, vs. WT). WT *n* = 7, astrocyte ERβ cKO *n* = 8, and neuron ERβ cKO *n* = 8. *p* values were calculated by either two-sided Mann–Whitney *U* test (**a**, **f**, **h**, **j**, **l**) or two-sided Welch’s *t*-test (**b**–**d**). All box plots with center lines showing the medians, boxes indicating the interquartile range, and whiskers indicating either a maximum of 1.5 times the interquartile range beyond the box (**a**–**d**) or from the minimum and to the maximum values (**f**, **h**, **j**, **l**).

Regarding regional brain atrophy by in vivo MRI, astrocyte ERβ cKO mice showed atrophy in the hippocampus compared to WT littermates, while neuron ERβ cKO mice did not have atrophy (Fig. 5b). This atrophy in whole hippocampus in astrocyte ERβ cKO mice was primarily driven by the effect in the dorsal hippocampus (Fig. 5c), not the ventral hippocampus (Fig. 5d). This corroborated previous observations in GDX wild type mice where whole hippocampal atrophy was driven by atrophy in dorsal, not ventral, hippocampus (Fig. 1f–h).

The effect of selective deletion of ERβ in either astrocytes or neurons on dorsal hippocampal neuropathology in midlife female mice was then examined. Reactive astrocytes assessed by LCN2 and GFAP (Fig. 5e, f) and activated microglia assessed by IBA1 and MHCII (Fig. 5g, h) demonstrated increased expression in dorsal hippocampus in the astrocyte ERβ cKO compared to WT littermates. In addition, an increase in disease-associated microglia (DAM) was measured by CLEC7A and P2RY12 was observed in the astrocyte ERβ cKO compared to WT littermates (Fig. 5i, j). Lastly, synaptic loss as measured by co-localization of SYN1 and PSD95 expression was found in the astrocyte ERβ cKO compared to WT littermate (Fig. 5k, l). In contrast to these findings in the astrocyte ERβ cKO, the neuron ERβ cKO mice did not show differences in neuropathology as compared to WT littermates, again underscoring the importance of cell specificity in ERβ gene deletion.

In contrast to above observations in midlife female mice, we then asked whether cognitive impairment or hippocampal atrophy was present in astrocyte ERβ cKO mice that were young, and we found that this was not the case. Young (age 3–4 month) female astrocyte ERβ cKO, as compared to WT littermates, had no deficits in spatial reference memory (Supplementary Fig. 5a). There was also no hippocampal atrophy in young astrocyte ERβ cKO as compared to young WT littermates (Supplementary Fig. 5b–d).

### Hippocampal astrocyte transcriptomes in midlife female mice that have selective deletion of ERβ in astrocytes

Since two complementary loss-of-function studies showed causality whereby decreased ERβ ligation induced neurodegenerative changes in dorsal hippocampus in female mice at midlife, we next determined the effect on the transcriptome of hippocampal astrocytes. To this end, we applied RiboTag technology and RNA sequencing analyses as previously implemented by our lab^32,59,60^, here using the unique astrocyte-RiboTag mice characterized in Fig. 4. 

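The hippocampal astrocyte RNA came from 11 female mice at midlife, aged 12 to 14 months: 3 WT (sham), 4 ERβ cKO (sham) and 4 WT (GDX), the last gonadectomized at 2 months of age. In RiboTag mice, Cre makes the ribosomal protein RPL22 carry an HA tag, so ribosomes with their mRNA can be pulled from homogenized tissue with an antibody to HA. Cre was driven here by the mouse Gfap promoter. Each library was from 1 mouse, and the mice are named by their group and number, as WT (sham) F1, F3 and F4, ERβ cKO (sham) F1, F3, F4 and F5, and WT (GDX) F1 to F4. The authors made libraries with a KAPA stranded kit, sequenced single-end 50 base reads on an Illumina HiSeq, cleaned them with Trimmomatic, and aligned them to mm10 and counted them per gene with the R package QuasR. The values deposited by the authors are raw counts for 39017 Ensembl genes. Totals were 16956233 to 18190968 counts per library, with medians of 17143546 in WT (sham), 17336128 in ERβ cKO (sham) and 17855628 in WT (GDX).

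Genes with a count under 1 in more than 3 of the samples compared were removed, 1 reading of the filter that the paper states, which left 19938 genes for ERβ cKO (sham) against WT (sham), 19695 for WT (GDX) against WT (sham) and 19759 for ERβ cKO (sham) against WT (GDX). Counts were normalized by TMM and compared with edgeR's quasi-likelihood test. Genes with a Benjamini-Hochberg adjusted p under 0.1, the threshold of Fig. 6a, are called changed. Levels are CPM, counts relative to the TMM-scaled library size, given as mean ± SD over the mice of a group, and fold changes are on the log2 scale with their standard error (SE). Lists of marker and pathway genes were fixed in advance. In counts simulated at these depths and group sizes, 79% of 100 genes given a log2 change of 1 were called in ERβ cKO (sham) against WT (sham), and 92% of 100 given a log2 change of 2, while 14.0% of the calls were false. The changed genes were drawn from those above a minimum count, and 214 genes were called there, against 6 in the data. A larger number of changes eases the adjusted threshold, so these shares are likely too high for the data. With 3 mice against 4, the exact two-sided permutation test cannot give a p below 0.0571, and 5.71% of genes have groups that do not overlap by chance. A group with no count of a gene is compared at a floor of 3 counts over the group, and such folds are lower bounds that cover counting error only. Both comparisons of Fig. 6a use the same 3 WT (sham) mice.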

Further, we crossed male astrocyte RiboTag mice with female astrocyte ERβ cKO mice to create astrocyte-RiboTag mice with selective deletion of ERβ in astrocytes. This revealed changes in gene expression in hippocampal astrocytes caused by targeted deletion of ERβ in astrocytes. 

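Esr2, which encodes ERβ (ENSMUSG00000021055, chromosome 12 of mm10 from 76120419 to 76177259), was near 0 counts in every group. Its counts were 2, 4 and 0 in WT (sham) F1, F3 and F4, 1, 0, 4 and 0 in ERβ cKO (sham) F1, F3, F4 and F5, and 4, 7, 0 and 0 in WT (GDX) F1 to F4. A difference between ERβ cKO (sham) and WT (sham) was not detectable at this depth (log2 fold change -0.65, SE 1.43, adjusted p = 0.992 from edgeR's quasi-likelihood test). The floxed part of the gene is exon 3, and counts per gene do not separate exons. Esr1, which encodes ERα, was at 5.98 ± 0.680 CPM (SD, n = 3) in WT (sham) and 4.88 ± 1.13 CPM (SD, n = 4) in ERβ cKO (sham).

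Between ERβ cKO (sham) and WT (sham), 6 genes changed, 3 higher and 3 lower. The pseudogene Gm4735 (ENSMUSG00000064193), a processed copy of Eno1, had 141 to 240 counts in the 4 ERβ cKO (sham) mice and none in the WT (sham) mice, at least 194-fold higher (adjusted p = 5.70e-08 from edgeR's quasi-likelihood test). Megf6 (ENSMUSG00000057751, chromosome 4 from 154170730 to 154275713), which encodes a secreted protein with EGF-like domains, rose from 0.515 ± 0.271 CPM (SD, n = 3) to 3.58 ± 0.782 CPM (SD, n = 4), a log2 fold change of 2.78 (SE 0.44, adjusted p = 0.0218 from the same edgeR test). The third higher gene was Eno1. The lower genes were Kcnj13 (ENSMUSG00000079436, the potassium channel Kir7.1), at -5.78 (SE 0.91, adjusted p = 0.0218), Slc4a5 (ENSMUSG00000068323, a sodium bicarbonate cotransporter), at -5.40 (SE 0.86, adjusted p = 0.0305), and Clic6, a chloride channel protein. These 6 genes did not overlap between the groups. The first 2 higher and the 3 lower genes passed with any 1 mouse left out, and Eno1 did not pass without WT (sham) F3. The number of changed genes rose to 15 without WT (sham) F1, 67 without WT (sham) F4, 11 without ERβ cKO (sham) F1, 29 without ERβ cKO (sham) F4 and 52 without ERβ cKO (sham) F5. With the filter taken over all 11 libraries, another reading of the paper's filter, 4 genes changed. DESeq2 called 52 genes, edgeR's exact test 57 and its likelihood ratio test 64. In the quasi-likelihood test, 1062 of 19938 genes had an unadjusted p under 0.05, close to the share of 0.05 that chance alone gives. That share also applies to the counts at this level given below for lists and windows.

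Genes whose proteins the study stained gave small log2 fold changes in ERβ cKO (sham): Gfap -0.17, Aldh1l1 -0.15 and Rbfox3 (NeuN) 0.05, with adjusted p of 0.966, 0.979 and 0.992 from edgeR's quasi-likelihood test. The microglial genes Aif1 (IBA1) and P2ry12 were at 0.00 and 0.11, and the synaptic genes Syn1 and Dlg4 (PSD-95) at 0.13 and -0.01, all with an adjusted p of 0.967 or above from that test. Lcn2, an astrocyte reactivity gene, was at 0.510 ± 0.398 CPM (SD, n = 3) in WT (sham) and 0.0415 ± 0.0830 CPM (SD, n = 4) in ERβ cKO (sham), with an adjusted p of 0.820 from that test. Clec7a, a receptor of activated microglia, had too few counts to be tested. The study measured the stained area of proteins in the CA1 region of dorsal hippocampus, and these values are RNA from a pulldown of tagged ribosomes of hippocampal astrocytes. They cannot be set against the staining, least of all for genes of microglia and neurons. Neuronal genes were abundant in every library, with Rbfox3 at 256 CPM (WT (GDX) F3) to 350 CPM (ERβ cKO (sham) F5). The mean log2 CPM of 17 neuronal genes was 8.10 to 8.35, against 8.72 to 9.49 for 20 astrocyte genes. The RNA was thus not of astrocytes alone, and its mix of cells was not separated from expression in astrocytes.

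Among cell type markers, 20 genes of astrocytes had a median log2 fold change of -0.17, 19 of them negative, and none was changed (1 lower when adjusted over the list alone; 3 at unadjusted p under 0.05, 0 by DESeq2 and by edgeR's exact and likelihood ratio tests, and 1 without ERβ cKO (sham) F5). The camera set test gave an adjusted p of 1.10e-06 for this list, and adjusted p = 0.336 with an estimated correlation. For 14 genes of endothelium and pericytes the median was 0.98, 13 of them positive, with 7 higher when adjusted over the list alone and none over all genes (1 by DESeq2 and by the exact and likelihood ratio tests, 7 at unadjusted p under 0.05, 6 without WT (sham) F4 and 1 without ERβ cKO (sham) F4). Camera's adjusted p for these genes was 5.84e-12, and adjusted p = 0.273 with an estimated correlation. The largest of these by evidence were Vtn at 0.96 and Rgs5, a pericyte gene, at 0.72, each with an adjusted p of 0.451 from edgeR's quasi-likelihood test. The 5 markers of oligodendrocyte precursors had a median of 1.01 (camera adjusted p = 2.90e-05; adjusted p = 0.273 with an estimated correlation), with none changed over all genes, 2 higher when adjusted over the list alone, 2 at unadjusted p under 0.05 and 0 by the other tools. Medians were 0.32 for 15 genes of oligodendrocytes, 0.04 for 17 of neurons and 0.08 for 14 of microglia, with none changed over all genes, 2 oligodendrocyte genes higher when adjusted over the list alone, and 3, 1 and 0 genes at unadjusted p under 0.05 (0 by the other tools). For 10 genes of meninges and fibroblasts the median was -0.29 (camera adjusted p = 0.0469; adjusted p = 0.293 with an estimated correlation), and for 5 genes of blood it was -1.72 (camera adjusted p = 7.83e-04; adjusted p = 0.293 with an estimated correlation). None of these 15 genes was changed (1 and 0 at unadjusted p under 0.05, and 0 by the other tools). The signs of these medians were the same with DESeq2 size factors and with library size alone, but single mice moved their size. With 1 mouse left out the median was -0.28 (without ERβ cKO (sham) F5) to -0.09 (F1) for astrocytes, 0.75 (without WT (sham) F3) to 1.52 (F4) for endothelium and pericytes, 0.62 (without ERβ cKO (sham) F1) to 1.28 (without WT (sham) F1) for oligodendrocyte precursors and 0.13 (without ERβ cKO (sham) F1) to 0.59 (without WT (sham) F4) for oligodendrocytes. It was -0.00 (without WT (sham) F4, where the sign turned) to 0.07 (without ERβ cKO (sham) F5) for neurons, 0.02 to 0.44 (without WT (sham) F1 and F4) for microglia, -0.37 to -0.19 (without WT (sham) F4 and F1) for meninges and fibroblasts, and -2.48 (without ERβ cKO (sham) F3) to -0.72 (without WT (sham) F4) for blood.

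**Figure D1:**
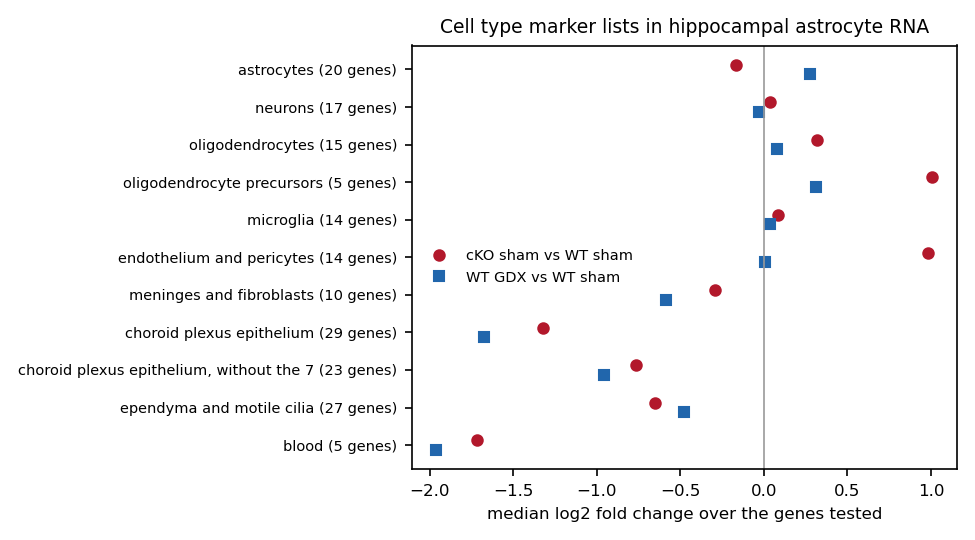
Median log2 fold change of the tested genes of each cell type marker list in ERβ cKO (sham) (circles) and WT (GDX) (squares), each against the same 3 WT (sham) mice. Endothelium and pericytes are at 0.98 in ERβ cKO (sham) and 0.00 in WT (GDX), at 1.52 and 0.59 without WT (sham) F4, and in WT (GDX) at -0.29 without WT (sham) F1.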

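Ttr, Enpp2, F5, Igf2, Clic6, Drc7 and Cldn2, the 7 genes of Fig. 6a, had log2 fold changes between -5.63 and -1.85 in ERβ cKO (sham) against WT (sham). Clic6 (ENSMUSG00000022949, chromosome 16 of mm10 from 92485736 to 92541243), a chloride channel protein of secretory epithelia, fell from 6.92 ± 4.04 CPM (SD, n = 3) to 0.564 ± 0.148 CPM (SD, n = 4), a log2 fold change of -3.59 (SE 0.42, adjusted p = 8.01e-04 from edgeR's quasi-likelihood test). Clic6 was the only gene of the 7 to pass this test over all genes, and 7 passed when adjusted over the list alone. The study chose these genes on the same samples, so the list is not independent evidence. Ttr (ENSMUSG00000061808, chromosome 18 from 20665280 to 20674321), the carrier of thyroxine and retinol, was at 67.8 ± 50.1 CPM (SD, n = 3) in WT (sham) and 1.37 ± 1.10 CPM (SD, n = 4) in ERβ cKO (sham), a log2 fold change of -5.63 (SE 0.95, adjusted p = 0.486). Cldn2 (ENSMUSG00000047230, chromosome X from 139800828 to 139811386), a claudin of tight junctions, was at 2.54 ± 1.76 and 0.381 ± 0.294 CPM (-2.71, SE 0.61, adjusted p = 0.239). For Drc7 (ENSMUSG00000031786, chromosome 8 from 95055103 to 95078141), a part of the dynein regulatory complex of motile cilia, the levels were 4.45 ± 2.03 and 1.02 ± 0.529 CPM (-2.12, SE 0.43, adjusted p = 0.122).

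Enpp2 (ENSMUSG00000022425, chromosome 15 from 54838901 to 54952892) encodes autotaxin, which makes lysophosphatidic acid. It was at 92.8 ± 49.3 CPM (SD, n = 3) in WT (sham) and 25.1 ± 2.72 CPM (SD, n = 4) in ERβ cKO (sham), a log2 fold change of -1.88 (SE 0.35, adjusted p = 0.441 from edgeR's quasi-likelihood test). The growth factor gene Igf2 (ENSMUSG00000048583, chromosome 7 from 142650766 to 142666816) was at 12.7 ± 7.78 and 3.50 ± 1.14 CPM (-1.85, SE 0.37, adjusted p = 0.239). F5 (ENSMUSG00000026579, chromosome 1 from 164151838 to 164220277), coagulation factor V, was at 6.53 ± 5.01 and 0.519 ± 0.552 CPM (-3.62, SE 0.90, adjusted p = 0.676). The F5 levels of the groups overlapped (exact two-sided permutation test, p = 0.114), and those of the other 6 genes did not. DESeq2 called 6 of the 7 genes lower, and edgeR's exact and likelihood ratio tests called 7. With WT (sham) F1 left out, 5 of the 7 passed, and with any other mouse left out, 1 to 3 did: 2 without WT (sham) F4, ERβ cKO (sham) F1 or ERβ cKO (sham) F4, and 3 without ERβ cKO (sham) F5.

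The genes Ttr, Enpp2, F5, Igf2, Clic6 and Cldn2 are also on the list of choroid plexus epithelium, and Drc7 is on that of ependyma and motile cilia. Of the 23 choroid plexus genes outside Fig. 6a, Kcnj13 and Slc4a5 were lower over all genes and 11 when adjusted over the list alone, and all 23 had a negative log2 fold change, with a median of -0.76. Camera gave this list an adjusted p of 1.38e-23, and adjusted p = 0.0444 with an estimated correlation, and the fry set test gave an adjusted p of 0.0707. The number of these genes called lower rose from 2 to 4 without WT (sham) F1, 5 without ERβ cKO (sham) F4 and 4 without ERβ cKO (sham) F5. Kcne2, a potassium channel subunit, was at 1.11 ± 0.519 CPM (SD, n = 3) in WT (sham) and 0.0142 CPM (n = 4) in ERβ cKO (sham), with a log2 fold change of -5.72 and an adjusted p of 0.117 from edgeR's quasi-likelihood test. Of 27 genes of ependyma and motile cilia, 25 had a negative log2 fold change, with a median of -0.65, and 10 were lower when adjusted over the list alone. None of them was changed over all genes in edgeR's quasi-likelihood test (10 at unadjusted p under 0.05, 2 by DESeq2 and by edgeR's exact and likelihood ratio tests, 1 without WT (sham) F1 or without ERβ cKO (sham) F5, and 3 without ERβ cKO (sham) F4). Camera's adjusted p for the ependyma list was 2.07e-16, and adjusted p = 0.0962 with an estimated correlation. Next after Drc7 was Ak7, an adenylate kinase of motile cilia, at 5.30 ± 0.635 CPM (SD, n = 3) and 1.84 ± 0.762 CPM (SD, n = 4), with a log2 fold change of -1.51 and an adjusted p of 0.177 from the quasi-likelihood test.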

Sham treated astrocyte ERβ cKO midlife female mice had decreased expression of estrogen response element (ERE) harboring genes in hippocampal astrocytes compared to sham treated WT midlife females (Fig. 6a). 

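In WT (GDX) against WT (sham), 5 of the 7 genes of Fig. 6a fell, and the other 2 had negative log2 fold changes that did not pass the test. Ttr fell to 0.301 ± 0.265 CPM (SD, n = 4), a log2 fold change of -7.80 (SE 0.92, adjusted p = 0.0793 from edgeR's quasi-likelihood test). Clic6 was at 0.956 ± 0.595 CPM (-2.86, SE 0.51, adjusted p = 0.0573), Cldn2 at 0.530 ± 0.114 CPM (-2.26, SE 0.48, adjusted p = 0.0496), Igf2 at 3.06 ± 0.798 CPM (-2.06, SE 0.38, adjusted p = 0.0780) and Drc7 at 1.09 ± 0.557 CPM (-2.04, SE 0.39, adjusted p = 0.0276). Enpp2 was at 24.1 ± 4.32 CPM (-1.96, SE 0.41, adjusted p = 0.273) and F5 at 0.344 ± 0.217 CPM (-4.23, SE 0.83, adjusted p = 0.174). No gene of the 7 overlapped between the groups, and 7 passed when adjusted over the list alone and by DESeq2 and edgeR's exact and likelihood ratio tests. None of the 7 differed between ERβ cKO (sham) and WT (GDX) in the quasi-likelihood test, where the lowest adjusted p was 0.225 (1 at unadjusted p under 0.05, 1 by DESeq2 and 0 by the exact and likelihood ratio tests).

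The calls depended on single mice. With WT (sham) F3 or WT (GDX) F3 left out, none of the 7 passed. Ttr was then at an adjusted p of up to 0.336 from edgeR's quasi-likelihood test. Ttr and Igf2 also failed without WT (GDX) F1, F2 or F4, Cldn2 without WT (sham) F4 or WT (GDX) F1 or F2, and Clic6 without WT (GDX) F2.

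Over all genes, 86 changed after GDX, 64 higher and 22 lower. Slc4a5, the bicarbonate transporter, fell by 5.76 on the log2 scale (SE 0.78, adjusted p = 7.88e-04 from edgeR's quasi-likelihood test), and Slc13a4, a sodium sulfate cotransporter, fell by 2.30 (SE 0.45, adjusted p = 0.0276). Both passed with any 1 mouse left out. Kl, which encodes klotho, fell by 0.74 (SE 0.16, adjusted p = 0.0573), and did not pass without WT (sham) F3 or any 1 of the WT (GDX) mice (adjusted p up to 0.318). Of 29 choroid plexus genes, 9 were lower over all genes and 22 when adjusted over the list alone, which also gave 1 higher gene, and the median log2 fold change was -1.67. The 23 outside Fig. 6a had a median of -0.96, 19 of them negative, with 5 lower over all genes and 15 when adjusted over the list alone (camera adjusted p = 4.31e-17, adjusted p = 0.0686 with an estimated correlation, and fry adjusted p = 0.0717). Of the 29 genes, 2 were called without WT (sham) F3, 14 without WT (sham) F1, and 3 without WT (GDX) F2 or F3; of the 23, 2, 8 and 3 were. Of the 27 ependyma and motile cilia genes, Drc7 was the only one lower over all genes, 2 were lower when adjusted over the list alone, and the median was -0.48 (adjusted p = 0.234 with an estimated correlation). The ependyma list held none without WT (sham) F3, and 2 without WT (sham) F1 or F4. The number of changed genes was 11 without WT (sham) F3, 275 without WT (sham) F4, 40 without WT (GDX) F1, 53 without WT (GDX) F2, 20 without WT (GDX) F3 and 140 without WT (GDX) F4.

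Because the 3 WT (sham) mice stand in both comparisons, their log2 fold changes are related by design. Over 16230 genes the correlation across genes was 0.409, and in 20 simulations with no difference between groups and the same shared controls it was 0.577 on average. Genes are not independent replicates. Clic6 and Slc4a5 were the genes called lower in both comparisons, 2 against 0.0500 on average in the simulations. For the 7 lower genes of smallest p in a simulated ERβ cKO comparison, the median was -0.70 there and -0.38 in the simulated GDX comparison, on average. For the 7 lower genes of smallest p in the data these medians were -3.59 and -2.04, with 6 of 7 negative after GDX, and for the 7 genes of Fig. 6a they were -2.71 and -2.26. The simulated genes varied one by one, while the 7 genes of Fig. 6a vary together over the shared WT (sham) mice. The simulations leave out that part of the shared controls, so they do not decide whether the agreement goes beyond it.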

Providing context for this finding in targeted genetic manipulation, this decrease in ERE harboring genes was also found in hippocampal astrocytes from WT (GDX) compared to WT (sham). Indeed, five of the seven genes most decreased in expression were genes known to be estrogen responsive^61,62^.

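Ranked by log2 fold change among the 8243 tested genes that were lower in ERβ cKO (sham) and had a mean of at least 10 counts, Ttr was number 2, F5 6, Clic6 7, Cldn2 9, Drc7 18, Enpp2 20 and Igf2 23. Kcnj13, the potassium channel Kir7.1, had the largest fall of these. Genes at 0 in every ERβ cKO (sham) mouse were removed by the filter and are not ranked, among them Tmem72, at least 81.7-fold lower. Kcnj13 (chromosome 1 from 87386363 to 87394729) was at 1.95 ± 1.34 CPM (SD, n = 3) in WT (sham), 0.0283 CPM (n = 4) in ERβ cKO (sham) and 0 in WT (GDX), where it was at least 46.0-fold lower than in WT (sham). Slc4a5 (chromosome 6 from 83219828 to 83304945) was at 2.68 ± 2.06, 0.0563 and 0.0430 CPM in the same groups. By unadjusted p, Clic6 was number 1 and Drc7 number 6 among lower genes, and Ttr was number 32. The 5 genes that Fig. 6a marks as estrogen responsive are Ttr, Enpp2, F5, Igf2 and Cldn2. None of the 5 passed in ERβ cKO (sham) over all genes in edgeR's quasi-likelihood test, 5 passed when adjusted over the list alone, and the list was chosen by the study (5 at unadjusted p under 0.05, 4 by DESeq2, 5 by edgeR's exact and likelihood ratio tests). With 1 mouse left out, 3 of the 5 passed without WT (sham) F1 and 1 without WT (sham) F4, ERβ cKO (sham) F1 or ERβ cKO (sham) F5. In WT (GDX), 3 of the 5 passed over all genes and 5 when adjusted over the list alone, with 5 without WT (sham) F1, 1 without WT (GDX) F4, and none without WT (sham) F3 or WT (GDX) F1, F2 or F3.

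Of 18 other estrogen-responsive genes, listed from other tissues, none was changed in either comparison, with 9 negative and 9 positive in ERβ cKO (sham). Their median log2 fold change was -0.03 in ERβ cKO (sham) and -0.01 in WT (GDX), -0.08 to 0.02 and -0.10 to 0.01 with 1 mouse left out, with 0 and 1 at unadjusted p under 0.05 in edgeR's quasi-likelihood test and 0 by DESeq2 and by edgeR's exact and likelihood ratio tests. Igfbp4, an IGF binding protein gene, had the smallest p of them in ERβ cKO (sham), with a log2 fold change of 0.16 (SE 0.13, adjusted p = 0.966 from the quasi-likelihood test). In WT (GDX) this was complement C3, at -1.57 (SE 0.57, adjusted p = 0.391).

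The 3 WT (sham) mice differed in the genes that were lower elsewhere. Ttr was at 24.2 CPM in WT (sham) F1, 56.6 in F3 and 122 in F4, and Enpp2 at 46.8, 86.7 and 145 CPM. Tmem72 (ENSMUSG00000048108), a membrane protein gene on the choroid plexus list, was at 0.331, 3.93 and 6.41 CPM in these mice and at 0 in every ERβ cKO (sham) and WT (GDX) mouse, at least 81.7-fold and 83.9-fold lower. Otx2 (ENSMUSG00000021848), a homeobox transcription factor of choroid plexus, was at 2.12 ± 1.88 CPM (SD, n = 3) in WT (sham), 0 in ERβ cKO (sham), at least 48.8-fold lower, and 0.172 ± 0.205 CPM (SD, n = 4) in WT (GDX). Tmem72 and Otx2 were chosen after their values were seen, and Tmem72 had too few libraries with counts to be tested. The paper states that genes harboring estrogen response elements were less expressed in astrocytes of ERβ cKO (sham), sets the decrease in WT (GDX) beside it as context, and points to the known estrogen responsiveness of 5 of the 7 genes.

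**Figure D2:**
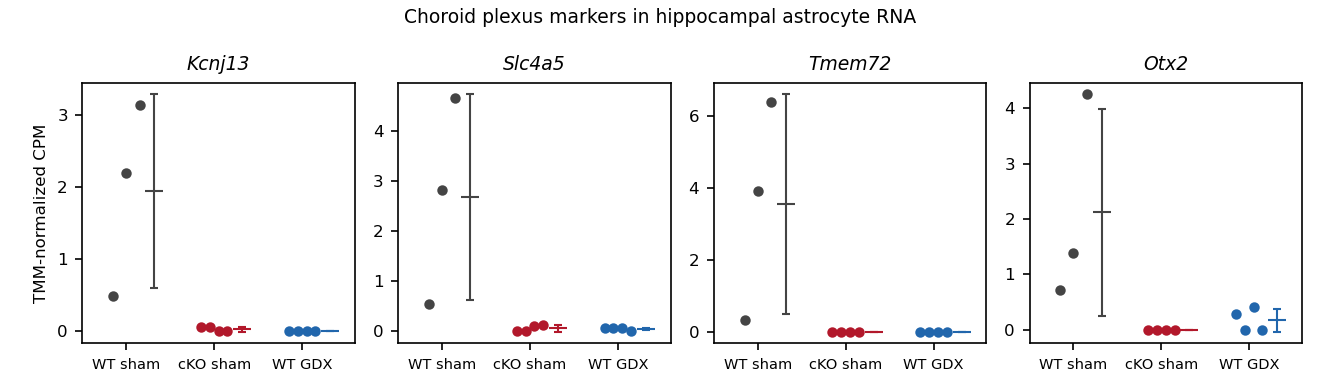
TMM-normalized CPM of Kcnj13, Slc4a5, Tmem72 and Otx2 in each of the 11 mice, with points for mice and lines for the mean and SD of each group. Tmem72 is at 0.331 to 6.41 CPM in the 3 WT (sham) mice and at 0 in the 8 others.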

**Fig. 6:**
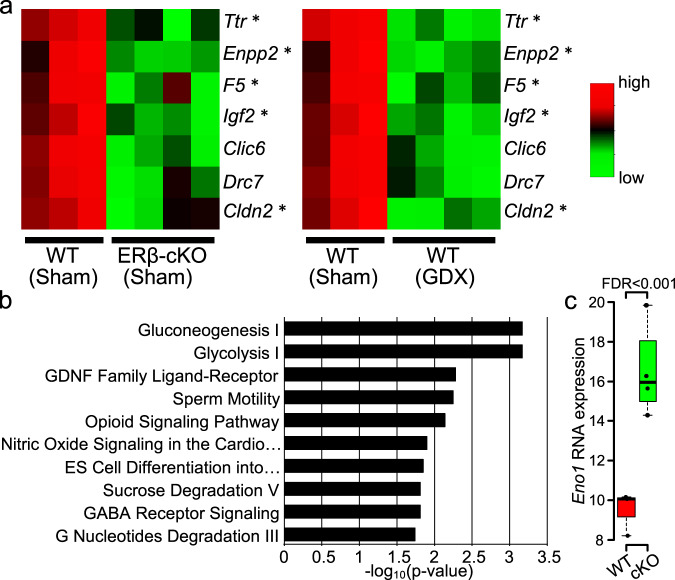
RNA sequencing and pathway analysis of hippocampal astrocytes from female astrocyte-ERβ cKO mice at midlife. **a** Heatmaps of top seven downregulated genes (FDR < 0.1, log2 fold change is >0.5) in hippocampal astrocytes from astrocyte ERβ cKO mice and corresponding genes from GDX mice, each compared to that observed in WT sham mice. Asterisks indicate genes previously reported as estrogen responsive^61,62^. **b** Top two most differentially expressed pathways in dorsal hippocampal astrocytes of ERβ cKO versus WT mice were the Gluconeogenesis I and Glycolysis I pathways. Right-tailed Fisher’s exact test. **c** The top differentially expressed gene in the Gluconeogenesis I and Glycolysis I pathways was *Enolase 1* (*Eno1*) in hippocampal astrocytes of ERβ cKO versus WT mice. (WT, *n* = 3; cKO, *n* = 4, FDR = 0.00036), two-sided Mann–Whitney *U* test. For the box-and-whisker plots, the box indicates the median and 25–75th percentile range, and the whiskers extend to a maximum of 1.5 times the interquartile range beyond the box.

Genome wide effects of selective deletion of ERβ in hippocampal astrocytes were determined using pathway analyses. The top two most differentially expressed pathways in hippocampal astrocytes derived from astrocyte-ERβ cKO compared to WT mice were the Gluconeogenesis I and Glycolysis I pathways (Fig. 6b). 

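Of 22 genes of glycolysis enzymes, 1 was higher in ERβ cKO (sham) than in WT (sham), Eno1, and none was lower in edgeR's quasi-likelihood test (3 at unadjusted p under 0.05, and 3 changed by DESeq2 and by edgeR's exact and likelihood ratio tests). When adjusted over the list alone, 2 were higher and 1 was lower. The phosphoglycerate mutase gene Pgam1 was at 13.8 ± 1.68 CPM (SD, n = 3) in WT (sham) and 10.7 ± 0.681 CPM (SD, n = 4) in ERβ cKO (sham), a log2 fold change of -0.37 (SE 0.18, adjusted p = 0.932 from edgeR's quasi-likelihood test). The median log2 fold change of the 22 genes was -0.02, and their mean was 0.02. The 23 genes of gluconeogenesis enzymes, which share the reversible steps, held the same 1 changed gene, with a median of -0.04 and a mean of 0.01. With 1 mouse left out the medians were -0.08 to 0.06 and -0.10 to 0.06, lowest without WT (sham) F4 and highest without F1. Camera gave adjusted p of 0.936 and 0.984 for these lists.

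The share of changed genes was tested with a right-tailed Fisher's exact test against the 19938 genes tested. The exact p was 0.00660 for glycolysis, with 1 changed gene of 22 and 6 in all, and 0.00690 for gluconeogenesis, with 1 of 23. Both rest on Eno1. Without WT (sham) F3 the 1 changed gene of each list was Eno1b, and without ERβ cKO (sham) F5 both Eno1 and Eno1b passed. Without WT (sham) F4 the p values were 0.0692 and 0.0752.

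Other parts of energy metabolism had no changed gene in ERβ cKO (sham). The medians were -0.11 for 18 genes of lactate, glucose transport and glycogen, 0.01 for 19 of the TCA cycle, -0.02 for 29 of the respiratory chain and 0.02 for 7 of the pentose phosphate pathway, and -0.15 to -0.06, -0.03 to 0.06, -0.10 to 0.06 and -0.05 to 0.09 with 1 mouse left out. In edgeR's quasi-likelihood test, 1, 0, 0 and 0 of these genes had an unadjusted p under 0.05, none passed when adjusted over the list alone, and DESeq2 and edgeR's exact and likelihood ratio tests called 0. Slc2a1, the glucose transporter GLUT1 of endothelium and astrocytes, had the smallest p among them, with a log2 fold change of 0.43 (SE 0.15, adjusted p = 0.792). Ldha, a lactate dehydrogenase gene, was at -0.17 (SE 0.12, adjusted p = 0.966) in the same test.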

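Eno1 (ENSMUSG00000063524) lies on chromosome 4 of mm10 from 150236721 to 150248879 and encodes α-enolase. Its near-identical copy Eno1b (ENSMUSG00000059040, chromosome 18 from 48045335 to 48048412) is annotated as protein coding and matches it at 99.5% of 1736 bases. The processed pseudogene Gm4735 (chromosome 2 from 80837141 to 80838442) matches Eno1 at 99.6% of 1302 bases. Of the 1978 windows of 50 bases, the read length, in the full-length coding transcript of Eno1, 550 (27.8%) occur in Eno1 alone. Over all transcripts of each gene, 4077 of 5509 windows (74.0%) are unique for Eno1, 14.8% for Eno1b and 3.99% for Gm4735. How reads that match several genes were counted is not given in the sources used here, so the counts of the 3 genes are uncertain one by one.

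Eno1b was at 32.5 ± 6.86 CPM (SD, n = 3) in WT (sham), 18.0 ± 3.18 CPM (SD, n = 4) in ERβ cKO (sham) and 32.8 ± 5.01 CPM (SD, n = 4) in WT (GDX). Its log2 fold change in ERβ cKO (sham) against WT (sham) was -0.85 (SE 0.17, adjusted p = 0.122 from edgeR's quasi-likelihood test), with every ERβ cKO (sham) mouse below every WT (sham) mouse. It passed without WT (sham) F3 or without ERβ cKO (sham) F5. Against WT (GDX), Eno1b fell by 0.86 (SE 0.14, adjusted p = 0.0116). Gm4735 was at 10.9 ± 2.27 CPM (SD, n = 4) in ERβ cKO (sham). In the WT (GDX) mice it had 0, 0, 0 and 3 counts.

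With the counts of Eno1 and Eno1b summed, the log2 fold change in ERβ cKO (sham) against WT (sham) was 0.35 (SE 0.14, adjusted p = 0.860). With Gm4735 added as well, a sum chosen after the data were seen, it was 0.49 (SE 0.14, adjusted p = 0.542 from the same edgeR test).

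**Figure D3:**
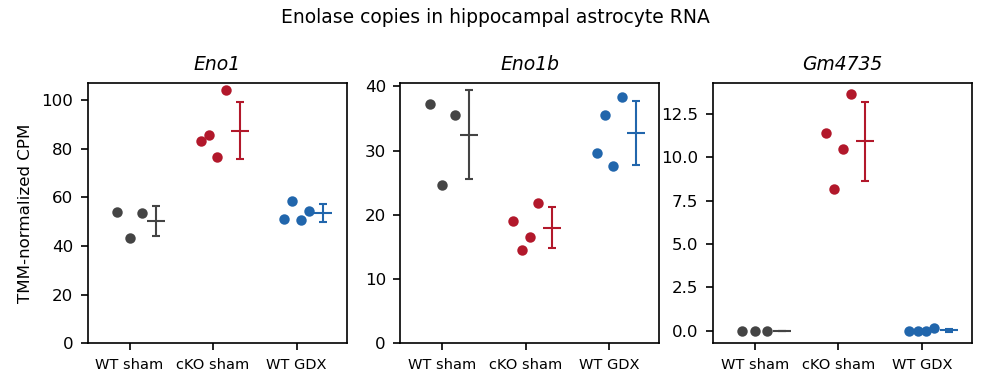
TMM-normalized CPM of Eno1 and its near-identical copies Eno1b and Gm4735 in each of the 11 mice, with points for mice and lines for the mean and SD of each group. In ERβ cKO (sham) the mean of Eno1b is 18.0 CPM and that of Gm4735 10.9 CPM.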

The top most differentially expressed gene in these two pathways was *enolase 1* (*Eno1*), an enzyme responsible for the reversible conversion of phosphoenolpyruvate to phosphoglycerate during gluconeogenesis and glycolysis. 

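Eno1 was at 50.4 ± 6.20 CPM (SD, n = 3) in WT (sham) and 87.4 ± 11.8 CPM (SD, n = 4) in ERβ cKO (sham), and the highest WT (sham) mouse, at 54.2 CPM, lay below the lowest ERβ cKO (sham) mouse, at 76.6 CPM. The log2 fold change was 0.80 (SE 0.14, adjusted p = 0.0366 from edgeR's quasi-likelihood test). It ranged from 0.71 to 0.87 with 1 mouse left out, and it did not pass without WT (sham) F3 (0.72, adjusted p = 0.377). In WT (GDX) Eno1 was at 53.8 ± 3.69 CPM (SD, n = 4), a log2 fold change of 0.08 against WT (sham) (SE 0.11, adjusted p = 0.917). The difference between ERβ cKO (sham) and WT (GDX) was 0.71 (SE 0.11, adjusted p = 0.00802), and it passed with any 1 mouse left out. These counts are uncertain as far as reads of Eno1 also match its copies Eno1b and Gm4735.

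Eno2 (chromosome 6 from 124760053 to 124769673), the γ-enolase of neurons, was at 911 ± 120 CPM (SD, n = 3) in WT (sham) and 908 ± 47.9 CPM (SD, n = 4) in ERβ cKO (sham), a log2 fold change of 0.00 (SE 0.12, adjusted p = 1.00 from edgeR's quasi-likelihood test). Eno3 (chromosome 11 from 70657202 to 70662513), the β-enolase of muscle, was at 3.62 ± 0.527 and 4.62 ± 0.661 CPM (0.35, SE 0.27, adjusted p = 0.966). Eno1 lies 2.09 Mb from Rpl22, the gene modified in RiboTag mice (chromosome 4 from 152325742 to 152334071). Rpl22 was at 68.5 ± 4.63 CPM (SD, n = 3) in WT (sham) and 79.2 ± 12.9 CPM (SD, n = 4) in ERβ cKO (sham). Within 10 Mb of Rpl22, 2 of 204 genes were changed, Eno1 and Megf6, against 4 of 19353 elsewhere (Fisher's exact test, two-sided p = 0.00158), and without WT (sham) F3 the p was 0.0717. Eno1, whose place near Rpl22 prompted the test, is 1 of these 2, and without the enolases, a choice made after the data were seen, it was 1 of 203 against 3 of 19351 (Fisher's exact test, p = 0.0409). Of the 204 genes near Rpl22, 32 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, and DESeq2 and edgeR's exact and likelihood ratio tests each called 4. Around Esr2 none of 194 genes was changed in edgeR's quasi-likelihood test (13 at unadjusted p under 0.05, 0 by DESeq2 and by edgeR's exact and likelihood ratio tests, and 1, Sptb, without WT (sham) F4).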

The direction of change was an increase in the astrocyte-ERβ cKO (Fig. 6c). Menopause and ovariectomy have each been shown to cause poor glucose utilization and increased gluconeogenesis in liver hepatocytes^63–66^. While gluconeogenesis is known to occur in brain astrocytes^67,68^, an effect of ERβ in astrocytes on the gluconeogenesis pathway in astrocytes has not been previously reported.

### Upregulation of human *Enolase 1* gene expression in hippocampus of women during aging

For translational relevance, we next examined *ENO1* expression in human hippocampal data in the GEO database. We found a direct correlation between higher *ENO1* expression and older ages in women (*r* = 0.526, *p* = 0.014) (Fig. 7a). Postmenopausal age women (>60 years of age) had higher *ENO1* levels in hippocampus compared to younger women (<50 years of age) (Fig. 7b). Together, our finding of higher *ENO1* expression in hippocampus of menopausal age women (>60 years) (Fig. 7b) is consistent with higher *Eno1* expression in hippocampal astrocytes of midlife female mice with specific deletion of ERβ in astrocytes (Fig. 6c).

**Fig. 7:**
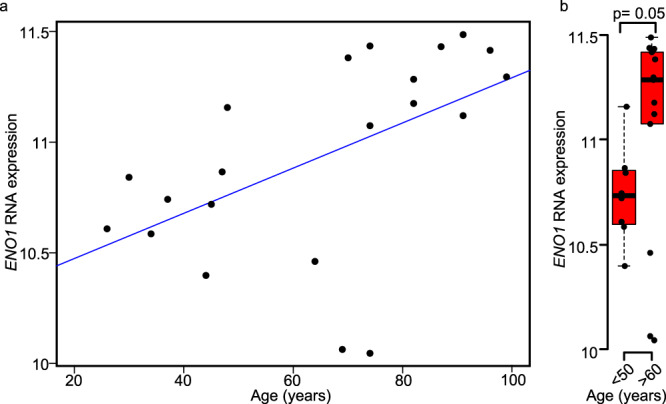
Upregulation of human *Enolase 1* gene in hippocampus in women during aging. **a** Analysis of human hippocampus microarray data of in women (GSE11882, ages: 26–99 years old, *n* = 21). Higher gene expression levels of *Enolase 1* (*ENO1*) correlated with older ages (*r* = 0.526; *p* = 0.014, blue line). **b** Human *ENO1* gene expression was increased in females at menopausal ages (>60 years, *n* = 13) compared to younger ages (<50 years, *n* = 8), two-sided Mann–Whitney *U* test. For the box-and-whisker plots, the box indicates the median and 25–75th percentile range, and the whiskers extend to a maximum of 1.5 times the interquartile range beyond the box.

### ERβ-ligand treatment reverses dorsal hippocampal neuropathology in midlife female mice

Finally, since loss-of-function studies showed that not only GDX of female mice, but also selective deletion of ERβ in astrocytes in gonadally intact females, caused hippocampal-dependent cognitive impairment and dorsal hippocampal pathology at midlife, we next performed gain-of-function studies. WT female mice were GDX or sham treated at 11 months of age, and 1 week later treated with either ERβ ligand or vehicle for a duration of 1 month, before undergoing MWM behavioral testing and dorsal hippocampal pathology analyses (see schematic, Fig. 8a). As expected, midlife sham treated female mice showed significant preference for TQ over OQ. In GDX mice that were vehicle treated, there was no longer significant preference for the TQ. In contrast, GDX female mice at midlife that were ERβ ligand treated showed significant preference for the TQ over OQ (Fig. 8b). Regarding dorsal hippocampal neuropathology, midlife GDX female mice demonstrated significantly increased LCN2^+^GFAP^+^ reactive astrocytes, MHCII^+^IBA1^+^ activated microglia, and CLEC7A^+^P2RY12^+^ disease-associated microglia, with reduced SYN1^+^PSD95^+^ synaptic staining, each as compared to midlife sham females (Fig. 8c–f, diagonal lines). Importantly, this astrocyte and microglial activation and synaptic loss were reversed in midlife GDX females treated with ERβ ligand (Fig. 8c–f, crossed lines). Together, this revealed reversibility of dorsal hippocampal pathology using treatment targeting ERβ in otherwise healthy female mice at midlife.

**Fig. 8:**
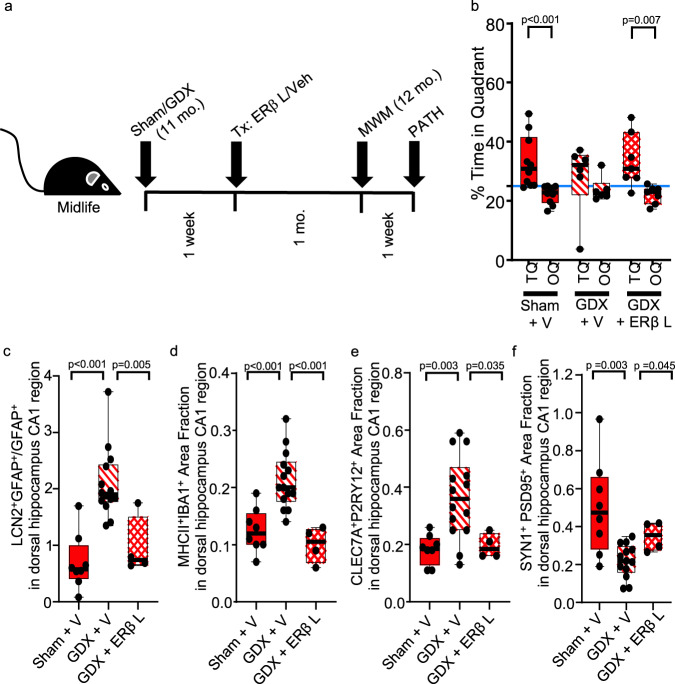
ERβ ligand treatment reverses dorsal hippocampal pathology in female mice at midlife. **a** Schematic showing timing of gonadectomy (GDX) or sham (Sham) surgery, ERβ ligand (ERβ L) or vehicle (V) treatment, MWM cognitive assessment, and neuropathology (PATH). **b** Gonadally intact vehicle-treated midlife females (Sham + V, solid), gonadectomized vehicle-treated midlife females (GDX + V, diagonal lines) or gonadectomized ERβ ligand-treated midlife females (GDX + ERβ L, crossed lines) were assessed for spatial reference memory by MWM. Gonadally intact vehicle-treated mice showed preference for the TQ over the OQ (*p* < 0.0001), while gonadectomized vehicle-treated did not. In contrast, gonadectomized ERβ ligand-treated showed preference for the TQ over the OQ (*p* = 0.007). Blue line indicates the null hypothesis (25% in TQ). Sham + V, *n* = 10; GDX + V, *n* = 6; GDX + ERβ L, *n* = 7. Quantitative analysis of (**c**) LCN2^+^GFAP^+^ area fraction for astrocyte reactivity, (**d**) MHCII^+^IBA1^+^ area fraction for activated microglia, (**e**) CLEC7A^+^P2RY12^+^ area fraction for disease-associated microglia (DAM), and (**f**) SYN1^+^PSD95^+^ area fraction for synaptic loss, each in dorsal hippocampus CA1 region in sham + V (solid), GDX + V (diagonal lines), and GDX + ERβ L (crossed lines). GDX + V showed increased reactive astrocytes (*p* < 0.0001), activated microglia (*p* = 0.0003), and disease-associated microglia (DAM) (*p* = 0.0027), as well as synaptic loss (*p* = 0.0034), each as compared to the Sham + V group. In contrast, there was a decrease in reactive astrocytes (*p* = 0.0046), activated microglia (*p* = 0.0007), and disease-associated microglia (DAM) (*p* = 0.0346), with increased synaptic staining (*p* = 0.0445) in GDX + ERβ L treated compared to GDX + V treated. Sham + V, *n* = 8; GDX + V, *n* = 14; GDX + ERβ L, *n* = 4. Two-sided Mann–Whitney *U* test. Box plots with center lines showing the medians, boxes indicating the interquartile range, and whiskers indicating from the minimum and to the maximum values.

## Discussion

Here, we found a sex difference in the trajectory of regional brain atrophy by in vivo MRI in female versus male mice from young, to midlife, to old ages. Females had relative protection from substructure atrophy at midlife, followed by an abrupt decline, while males had gradual atrophy across the lifespan. Gonadectomy also revealed a sex difference. Gonadal hormone loss induced hippocampal-dependent memory impairment in females, but not males, at midlife. That said, loss of endogenous ovarian hormones in gonadectomized female mice did not cause cognitive impairment at young ages, revealing a sex hormone by age interaction. Gonadectomy in female mice also induced an increase in glial activation and synaptic loss in dorsal hippocampus at midlife, but not at young ages, again revealing a sex hormone by age interaction, this time in neuropathology.

Beneficial effects of estrogens on cognitive function and hippocampal synaptic pathology have been described for decades, but which hippocampal cell type or estrogen receptor subtype is essential for in vivo neuroprotection in otherwise healthy female mice at midlife has remained unclear. Here, we used gonadally intact female mice with selective deletion of ERβ in either astrocytes or neurons to determine if ERβ in either of these cells is required for neuroprotection in females at midlife. Deletion of ERβ in astrocytes, but not neurons, induced hippocampal-dependent memory impairment, dorsal hippocampal atrophy by in vivo MRI, and dorsal hippocampal glial activation and synaptic loss in female mice at midlife. This region-specific, cell-specific, and hormone receptor-specific approach identified ERβ in astrocytes for precision targeting to prevent cognitive deficits in female mice at midlife, with potential translational relevance for understanding deficits in cognitive domains aligning with posterior hippocampal function in early menopausal women at midlife.

The menopausal transition aligns with deleterious effects on cognitive performance and dysregulation of glucose metabolism in brains of women at midlife, and estrogen therapy aiming to restore glucose utilization and brain energetics with less dependence on gluconeogenesis has been proposed for these women^69–73^. However, studies in preclinical models are needed to investigate brain cell-specific and estrogen receptor-specific mechanisms. Menopause and ovariectomy induce poor glucose utilization and increase gluconeogenesis in liver hepatocytes^63–66^, and gluconeogenesis is known to occur in brain astrocytes^67,68^. Yet the effect of menopause and ovariectomy on gluconeogenesis and glycolysis in astrocytes in females at midlife remains understudied. Our genome wide pathway analyses showed these two metabolic pathways as the most differentially expressed in hippocampal astrocytes of midlife female mice with selective deletion of ERβ in astrocytes. The increase in *Eno1* was the top most differentially expressed gene in these pathways in mice. *ENO1* was also increased in the hippocampus of menopausal women. Further studies are now warranted focusing on ERβ mediated regulation of glucose metabolism in astrocytes of midlife female mice and humans.

The *Apolipoprotein E* (*APOE*) gene in humans is a major risk factor for cognitive decline in aging, with the *APOE4* allele conferring risk compared to *APOE3*^69^. Astrocytes are the main source of APOE in brain, providing metabolic substrates, such as lactate, to neurons as a means of glial energy distribution. This astrocyte-neuron metabolic coupling is important for neuronal function^67,74,75^. Previous in vitro studies found that *APOE4*, compared to *APOE3*, astrocytes had impaired glucose uptake with increased gluconeogenesis^67^. Also, the effects of ERβ ligand treatments in preclinical AD models have suggested more benefit in the presence of *APOE3* compared to *APOE4* alleles^76,77^. In women and female mice, estrogen treatment has shown more benefit on cognitive function in the context of *APOE3* compared to *APOE4* alleles^78,79^. Together, this prompts speculation of a two hit hypothesis. A decrease in protective ERβ ligation and a deleterious effect of *APOE4* inheritance on glucose metabolism pathways in astrocytes may combine to induce hippocampal dependent cognitive decline in menopausal women carrying the *APOE4* allele. This potential sex hormone by *ApoE* gene interaction in hippocampal astrocytes warrants further investigation.

While selective deletion of ERβ in astrocytes, but not neurons, was identified as a cell-specific and receptor-specific therapeutic target for cognitive decline in female mice at midlife, this is not mutually exclusive of an additional target cell. For example, ERβ ligand treatment induced neuroprotection in the MS preclinical model through an effect in CD11c^+^ cells of the microglia/macrophage lineage, and this was not mutually exclusive of an additional role of ERβ in Olig1^+^ cells of oligodendrocyte lineage^59,80^. Selective interruption of either mechanism abrogated ERβ ligand treatment mediated neuroprotection in spinal cord. Here, an effect of ERβ in microglia in dorsal hippocampus during menopause remains possible. Indeed, astrocytes play a role in synaptic loss and function through direct effects on maintaining synaptic health and through indirect effects on microglia and subsequent synaptic engulfment and plasticity^30,45,81–86^. Like astrocytes, microglia can have beneficial or deleterious functions depending on brain region and disease process^51^. Thus, selective deletion of ERβ in microglia in female mice at midlife is needed to determine the effect on hippocampal-dependent cognitive impairment, dorsal hippocampal atrophy by in vivo MRI, and dorsal hippocampal neuropathology.

Looking forward to potential translation of these preclinical findings in mice, one can use a new lens focused on specificity when reviewing past clinical research. Cognitive problems during natural menopause at midlife have been known for decades. However, repurposing standard hormone replacement therapy (HRT) using conjugated equine estrogens (Premarin) or estradiol at doses and durations to treat hot flashes, genitourinary, and other menopausal symptoms has not demonstrated neuroprotection^7,87^. The “timing hypothesis” states that estrogen treatment may be generally more effective when started at early menopausal ages compared to after age 65 years. Still, cognition was neither improved nor worsened by treatment with low dose estradiol in women within 6 to 10 years of menopause^7^. Thus, while timing is important, attention to only this appears insufficient to achieve neuroprotection^87^. That said, previous research using treatment with estradiol, but not Premarin, in early menopausal women showed some positive signals if one considers brain regional effects, namely on posterior hippocampus and prefrontal cortex^5,6,13,88,89^. Conversely, being female and menopausal conferred risk for having regions of brain atrophy and lower glucose utilization by (18)F-fluorodeoxyglucose (FDG) PET in subjects ages 40 to 65 years^90^. This is intriguing given findings here of gene expression changes involving glucose metabolism in hippocampal astrocytes of midlife female mice with ERβ deleted in astrocytes (Fig. 6) as well as in hippocampus of menopausal women (Fig. 7).

The pregnancy hormone estriol binds preferentially to ERβ over ERα^91,92^. Thus, preclinical findings here using cell-specific deletion of ERβ in female mice (Fig. 5), transcriptomics of astrocytes when ERβ is selectively deleted (Fig. 6), and ERβ ligand treatment in female mice (Fig. 8) warrant discussion with respect to a Phase 2 trial using treatment with estriol in women with MS, ages 18–50 years^93^. Estriol treated MS women, compared to placebo treated, showed an improvement in performance on cognitive tests of processing speed, and better cognitive performance correlated with higher estriol blood levels^93^. Estriol treated MS women had less atrophy of subregions in cerebral cortex and also showed beneficial effects on other biomarkers of neurodegeneration^93–95^.

In summary, preclinical findings here showing beneficial effects of ERβ ligation in astrocytes of dorsal hippocampus in otherwise healthy midlife female mice suggest future studies targeting ERβ to maximize neuroprotective efficacy while minimizing general toxicity conferred by ERα. While it is not possible to target only astrocytes in humans, an estrogen receptor-specific and brain region-specific approach is possible. Treatments can preferentially target ERβ, and trial outcomes could focus on neurodegeneration in posterior hippocampus and prefrontal cortex. Together, this would build on past insights regarding the importance of estrogen type, dose, and timing to explore treatments for cognitive issues in menopausal women at midlife, an unmet need in half the population.

## Methods

### Animals and breeding strategy

All mice used in this study were from the C57BL/6J background. Mice were evaluated at three ages: young (3–4 months), midlife (12–14 months), and old (20–22 months). We generated mice with selective deletion of ERβ in astrocytes. GFAP-Cre:ERβ^fl/fl^ (astrocyte ERβ cKO) were generated by crossing the GFAP-Cre line (B6.Cg-Tg(Gfap-Cre)77.6Mvs/2J, JAX) with the exon 3 ERβ^fl/fl^ line^57^. NSE-Cre:ERβ^fl/fl^ (neuron ERβ cKO) were also generated by crossing the rNSEII-Cre line with the exon 3 ERβ^fl/fl^ line^57^. mGFAP-Cre:RiboTag mice were generated by crossing RiboTag mice^96^ with the GFAP-Cre line (B6.Cg-Tg(Gfap-Cre)77.6Mvs/2J, Jackson lab). To generate GFAP-Cre:RiboTag: ERβ^fl/fl^ mice, RiboTag mice (B6J.129(Cg)-*Rpl22*^*tm1.1Psam*^/SjJ, Jackson Lab) was crossed with GFAP-Cre: ERβ^fl/fl^.

In breeding of our mouse lines, Cre recombinase alleles were always inherited from females (mother), not from males (father). This is because one Cre line showed ectopic expression of Cre recombinase in the male germline (*mGFAP-Cre* 77.6 line; https://www.jax.org/strain/024098). Thus, paternal inheritance of Cre recombinase should be avoided. To this end, our breeding pairs were: (1) GFAP-Cre:ERβ^fl/fl^ females with ERβ^fl/fl^ males (to generate astrocyte ERβ cKO mice), (2) NSE-Cre:ERβ^fl/fl^ females with ERβ^fl/fl^ males (to generate neuron ERβ cKO mice), (3) GFAP-Cre:RiboTag females with RiboTag males (to generate astrocyte RiboTag mice), and (4) GFAP-Cre:RiboTag:ERβ^fl/fl^ females with RiboTag: ERβ^fl/fl^ males (to generate astrocyte ERβ cKO RiboTag mice).

Genotypes were assessed by PCR using the following primer sequences (5’-3’): ERβ, CTTCTTAGAGGTACGGATCCC and AATCTCTTTGCCTTCCAGAGC; and Cre, GCACTGATTTCGACCAGGTT and GCTAACCAGCGTTTTCGTTC; *LoxP-STOP-loxP-Rpl22-HA* (RiboTag), GGGAGGCTTGCTGGATATG and TTTCCAGACACAGGCTAAGTACAC. All mice were housed in a facility with 12-h light/dark cycles with temperature and humidity controlled and were allowed free access to food and water. All procedures were done in accordance with the guidelines of the National Institutes of Health and the Chancellor’s Animal Research Committee of the University of California, Los Angeles Office for the Protection of Research Subjects. All animal experiments were approved by the Chancellor’s Animal Research Committee of the University of California, Los Angeles Office (ARC#1998-001).

### Gonadectomy

Gonadectomy was performed in female mice at 2 months of age. Before the procedure, carprofen (1.2 mg/ml per animal) and saline (0.5 ml) were injected subcutaneously. Mice were anesthetized by inhalational anesthesia with isoflurane. The fur above the lateral dorsal back was removed and the skin was sterilized with betadine and alcohol scrubs. Bilateral incisions were made into skin and the ovaries were removed. The muscle layer was closed with absorbable suture and the skin layer was closed with wound clips. For postoperative care, amoxicillin (50 mg/ml) was added to the water for 5 days for antibiotics (0.5 mg/ml water) and another dose of carprofen (0.1 ml) was given within 24 h of surgery. Wound clips were removed 7 days later.

### Treatment

For ERβ-ligand treatment we used diarylpropionitrile (DPN, R&D). Treatment was initiated 1 week after gonadectomy. Briefly, DPN was dissolved in 100% ethanol and then mixed into 100% Miglyol®812 (CREMER Oleo GmbH & Co. KG) at 1:9 ratio making the final EtOH concentration 10%, and given subcutaneously every other day at a dose of 8 mg/kg/day until the end of each experiment. All assessments were done in a blinded fashion with regards to knowledge of treatment randomization.

### Behavioral testing

Behavioral tests were performed during the light cycle. All the experimental mice were transferred to the behavior testing room at least 30 min before the tests to acclimate to the environment. Temperature and humidity of the experimental rooms were kept at 23 ± 2 °C and 55 ± 5%, respectively. The brightness of the experimental room was kept dim. All animals were habituated to handling for 1–2 min every day for at least a week prior to experimentation. All experimental procedures were in accordance with the Animal Research Committee at the University of California, Los Angeles. The experiments were conducted in the UCLA Behavioral Testing Core Facility and the investigators who performed experiments and analyses were blinded to mouse group.

### Morris Water Maze (MWM)

Mice were trained in hidden platform MWM task to investigate spatial learning and reference memory^97,98^. In the hidden-platform test, the animal learns the location of the escape platform in relation to the cues in the periphery of the room, the escape platform remains in the same location (in the center of NW, named as Target Quadrant (TQ)) for all training trials and is located 1 cm below the level of water made opaque with non-toxic white tempera paint. Pool temperature was maintained at 23–25 °C by the addition of warm water. On the first day of training, mice are placed on the platform for 30 s before the first trial. If the mouse jumps from the platform, they are returned to the platform for a cumulative 30 s. After 2 min delay, the first day of training sessions begins. Mice undergo 3 training trials a day for 5 days. In each training trial, mice are placed in the pool facing to the edge, 5 cm from the wall in the center of one of the three pool quadrants not containing the escape platform, and the latency to finding the platform is recorded. Each trial ends either when the mouse successfully found the platform or after 1 min. At the end of each trial, mice are allowed to remain on the platform or placed on the platform for 5 s before returning to their home cages. On day 5, 2 h after training, the platform is removed for the probe trial. Mice are recorded for 60 s and assessed for how long they spend in each quadrant searching for the platform. All recordings of probe trial are analyzed using TopScan (Clever Sys, Inc., Reston, VA).

### Y maze

Mice were trained on the Y maze to evaluate working memory on a continuous spontaneous alternation task. The apparatus of Y maze is constructed from clear plexiglass to allow for visualization of external spatial information. Mice are placed in one arm of a Y maze, and spontaneous alternation is recorded in a single continuous 5-min trial by 2–3 live observers. Each of the three arms is designated a number 1–3, and entries into the arms are recorded (i.e., 1, 2, 3, 2, 1). The observers are blinded to the experimental groups recorded arm entries. Spontaneous alternation is calculated as: (number of alternations / (total arm entries − 2)) * 100. The apparatus is cleaned with 50% Windex, between trials.

### Magnetic resonance imaging (MRI)

All animals were scanned in vivo at the Ahmanson-Lovelace Brain Mapping Center at UCLA on a 7T Bruker imaging spectrometer with a micro-imaging gradient insert with a maximum gradient strength of 100 G/cm (Bruker Instruments, Billerica, MA). An actively decoupled quadrature surface coil array was used for signal reception and a 72-mm birdcage coil was used for transmission. For image acquisition, mice were anesthetized with isoflurane and their heads secured with bite and ear bars. Respiration rate was monitored and the mice were maintained at 37 °C using a circulating water pump. Each animal was scanned using a rapid-acquisition with relaxation enhancement (RARE) sequence with the following parameters: TR/TEeff 3500/32 ms, ETL 16, matrix: 256 × 192 × 100, voxel dimensions: 100 × 100 × 100 μm^3^. Total imaging time was 93 min. Images were acquired and reconstructed using ParaVision 5.1 software.

### Atlas-based morphometry (ABM)

All MRI brain images were skull stripped using BrainSuite 19b^99^ (http://brainsuite.org). Images were then processed and examined with Statistical Parametric Mapping (SPM) 8 software (Welcome Trust Center for Neuroimaging, London, United Kingdom; http://www.fil.ion.ucl.ac.uk/spm) and SPMMouse (SPMMouse, http://www.spmmouse.org)^100^ within MATLAB version 2013a (MathWorks, Natick, MA). Images were manually registered to tissue probability maps (TPMs) generated from 60 C57BL/6J mice^28^ using 6-parameter linear transformations. The images were bias corrected and segmented into GM, WM, and cerebrospinal fluid (CSF) using the unified segmentation algorithm^101^. The resulting segments were used to create a Diffeomorphic Anatomical Registration using Exponentiated Lie algebra (DARTEL) template^102^. Bias-corrected images were warped to the DARTEL template, and averaged to create a mean template for visualization. Brain region labels were drawn onto the mean template and then inverse warped back to the individual images where they were used to measure region volumes. Analysis on atlas-based morphometry results was done using R (R Core Team, 2022, http://www.R-project.org/).

### Histological analysis

Standard histological analysis methods were applied as we described previously^57,59,80,103–105^ with some modifications.

### Tissue preparation

Mice were deeply anesthetized in isoflurane and perfused transcardially with ice-cold 1× PBS for 5–7 min, followed by 4% paraformaldehyde for 5 to 7 min. CNS tissues were dissected and submerged in 4% paraformaldehyde overnight at 4 °C, followed by 30% sucrose for >24 h. Brains were embedded in 7.5% gelatin/15% sucrose solution. The gelatin-embedded tissues were submerged in 4% paraformaldehyde overnight at 4 °C, followed by 30% sucrose for >24 h, and stored at −80 °C after flash frozen by dry ice. The 40-μm thick free-floating brain sagittal-sections were prepared using a cryostat (Leica Biosystems) at −20 °C. Tissues were collected serially and stored in 1x PBS with 0.1% sodium azide in 4 °C.

### Immunohistochemistry

Prior to histological staining, 40-μm thick brain free-floating sections were thoroughly washed with 1X PBS to remove residual sodium azide. Tissues were incubated with 50% methanol/PBS (1:1) at RT, followed by 1xPBS washing. After heat antigen retrieval with heated 10 mM Citric Acid—0.05% Tween 20, pH6.0, all tissue sections were permeabilized with 0.3% Triton-X and 2% normal serum in 1X PBS for 10 min on ice and blocked with 10% normal serum in 1X PBST for 1 h. Tissues were then incubated with primary antibodies in 1xPBST-2% normal goat serum overnight at 4 °C. The next day, tissues were washed and incubated with secondary antibodies in 1xPBST-2% normal serum for 2 h at RT. Sections were mounted on slides, allowed to dry, and cover slipped in fluoromount G (Southern Biotech) for confocal microscopy. The following primary antibodies were used: Goat anti-mouse Lipocalin-2 (LCN2) Antibody (at 1:50, R&D, cat#AF1857), Rat anti-GFAP (at 1:500, Thermo Fisher, cat# 13-0300, clone 2.2B10), Rabbit anti-Iba1 (at 1:1000, Wako Chemicals USA Inc. cat# 019-19741), Rat anti-MHCII (at 1:500, Biolegend, cat#107602, clone M5/114.15.2), Rabbit anti-P2RY12 (at 1:1000, AnaSpec, cat#AS-55043A), Rat anti-CLEC7A (at 1:200, InvivoGen, cat#mabg-mdect, clone R1-8g7), Rat anti-P2RY12 (at 1:100, Biolegend, cat#848002, clone S16007D), Rabbit anti-CLEC7A (at 1:200, Thermo Fisher, cat#PA-534382), Rabbit anti-Synapsin 1 (at 1:500 dilution, Synaptic Systems, cat#106 103), Guinea pig anti-PSD95 (at 1:250 dilution, Synaptic Systems, cat#124 014), Mouse anti-HA (at 1:500, Biolegend, cat#901522, clone 16B12), Rabbit anti-Mouse ALDH1L1 (at 1:250, Abcam, cat#ab87117), Mouse anti-CC1 (at 1:500, Millipore, cat#OP80, clone CC-1), Rabbit anti-mouse ERβ (at 1:100, Thermo Fisher, cat#PA1310B), Guinea pig anti-NeuN (at 1:500 dilution, Synaptic Systems, cat#266 004). The following secondary antibodies were used at 1:500 dilution for staining the tissues: Goat anti-rabbit- Alexa Fluor Plus 647 (cat#A32733, Thermo Fisher), goat anti-Guinea Pig - DyLight 550 (cat# SA5-10095, Thermo Fisher), goat anti-rat-Alexa Fluor488 (Cat# 112-545-167, Jackson Immunoresearch), and goat anti-rat-Cy3 (cat#112-165-167, Jackson Immunoresearch), Goat anti-rat Cy5 (cat# 112-175-167, Jackson Immunoresearch), Goat anti-rabbit TRITC (cat# 111-025-144, Jackson Immunoresearch), Donkey anti-goat Cy5 (Ab#6566, Abcam), Donkey Anti-rat Cy3 (cat#712-165-153, Jackson Immunoresearch), Goat anti-mouse- Cy3 (cat#115-545-166, Jackson Immunoresearch).

### Confocal microscopy and image analysis

Stained sections were examined and imaged using Olympus BX61 DSU fluorescence microscope with a Hamamatsu ORCA-FLASH4.0LT + SCMOS CAMERA. Images were taken in stacks. All images were taken and processed using the integrated software program Olympus *cellSens* Software Version 4. ImageJ (NIH) was used to perform integration and analysis of images.

### RNA co-immunoprecipitation, sequencing, and analysis

Mice were exposed to a lethal dose of isoflurane and transcardially perfused with ice-cold 1X PBS for 3–5 min, followed by with ice-cold 1% paraformaldehyde-1X PBS for 4–5 min. Hippocampus were collected and snap-frozen in liquid nitrogen. Tissues were stored at −80 °C. Frozen tissues were homogenized on ice using Dounce Homogenizer with freshly made homogenization buffer containing: 50 mM Tris-HCl (Invitrogen) pH 7.5, 100 mM KCl (Fisher scientific), 12 mM MgCl_2_ (Fisher Scientific), 1% Nonidet P-40 (Roche), 1 mM DTT (Sigma-Aldrich), 1x Proteinase Inhibitors Cocktail (Sigma-Aldrich), 200 units/ml RNAsin (Promega), 100 ug/ml cycloheximide (Sigma-Aldrich), and 1 mg/ml heparin (Sigma-Aldrich). The homogenates were then centrifuged at 20,000 × *g*, 4 °C for 15 min. The supernatant was collected and incubated with pre-washed anti-HA conjugated magnetic beads (Pierce) overnight on a rotating wheel at 4 °C. After removal of the supernatant, the magnetic beads were washed 3 times with high salt buffer containing: 50 mM Tris (pH 7.5), 300 mM KCl, 12 mM MgCl_2_, 1% Nonidet P-40, 1 mM DTT, 100 µg/ml cycloheximide. Then, 25 µl of proteinase K (4 mg/ml; Zymo Research) was added to the samples and incubated in a 55 °C water bath for 30 min. After incubation, 300 μl Tri-reagent was added, and the Direct-zol™ RNA MiniPrep Plus kit (Zymo Research) was used for RNA isolation according to manufacturer’s instructions. RNA quantity and quality were measured using NanoDrop 2000 spectrophotometer (Thermo Scientific) and Agilent High Sensitivity RNA ScreenTape System (Agilent).

The RNA sequencing library was made using KAPA Stranded RNA-Seq Kit (Kapa Biosystems) which consists of mRNA enrichment, cDNA generation, end repair, A-tailing, adapter ligation, strand selection, and PCR amplification. Barcoded adapters were used for multiplexing samples in one lane. Sequencing was performed on Illumina HiSeq3000 for a single end 1 × 50 run. Data quality check was done on Illumina SAV. De-multiplexing was performed with the Illumina Bcl2fastq2 v 2.17 program. These procedures were performed at the UCLA Technology Center for Genomics and Bioinformatics core facility.

Sequencing analyses and production of figures were performed in R (R Core Team, 2022, http://www.R-project.org/). Qualities of raw sequence data were examined using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and Trimmomatic^106^ was used for cleaning. R package “QuasR”^107^ was used for the read alignment to the mouse genome (mm10) followed by counting at the gene level. The genes with count numbers less than 1 in more than 3 samples were filtered out. Differentially expressed genes between Sham WT and GDX WT as well as between Sham WT and Sham ERβ cKO mice were identified with R package “edgeR”^108^. False discovery rate of 0.1 was used as the threshold of differentially expressed genes. Heatmaps were created using the R package “gplots”. Canonical pathway enrichment analysis was performed for differentially expressed genes using Ingenuity Pathway Analysis (QIAGEN, Redwood City, www.qiagen.com/ingenuity).

### Human microarray analysis

Human hippocampus microarray data for normal brain aging was obtained from the GEO database (GSE11882, Ages: 26–99 years old). The genes with hybridization intensity above 100 in more than 50% of arrays were used for further analysis. Log2 transformed intensity values were quantile normalized using the “affy” package in R (R Core Team, 2022, http://www.R-project.org/). For the genes with multiple microarray probes, mean values were used. Correlation between gene expression level and ages was assessed by Pearson correlation analysis. Gene expression difference was examined using two-sided Mann–Whitney *U* test.

### Statistical analysis

Mice were randomly assigned to experimental time points or groups. Investigators were blinded to group allocation during data collection and analysis. Points represent individual animals. All box plots with center lines showing the medians, boxes indicating the interquartile range, and whiskers indicating either a maximum of 1.5 times the interquartile range beyond the box or from the minimum and to the maximum values. Prism 9 (GraphPad) was used for all behavioral tests and histological data analysis. The statistical difference between groups was determined using two-sided Mann–Whitney *U* test. Independent factor effect and interaction between two factors was calculated by two-way ANOVA. Correlation was assessed by Pearson correlation analysis. The exact *p* values (*p* ≤ 0.05) were shown on each graph.

All statistical analysis for MRI data was conducted using R (R Core Team, 2022, http://www.R-project.org/). MRI data were first analyzed using a two-way ANOVA and then was followed up with two-sided Welch’s *t*-tests. Regression analyses are reported as Pearson correlation coefficients.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The mouse astrocyte RNA-Seq data generated in this study have been deposited in the GEO database under accession code GSE220288. Source data are provided with this paper.

# Supplementary material for: Estrogen receptor beta in astrocytes modulates cognitive function in mid-age female mice
**Source:** Nat Commun. 2023 Sep 28;14:6044. doi: 10.1038/s41467-023-41723-7
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental Materials

Supplemental Figures and Legends

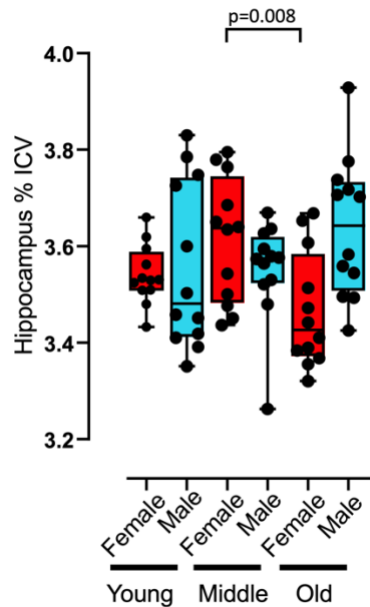

Supplemental Figure 1. Sham surgery treated female, but not male, mice showed hippocampal atrophy at midlife compared to old age. Substructure volumes, assessed by MRI, taken as a percentage of intercranial volume (ICV) are shown for whole hippocampus $n=12$ mice per group. P values were calculated by two-sided Welch's t-test. All box plots with centre lines showing the medians, boxes indicating the interquartile range, and whiskers indicating from the minimum and to the maximum values.

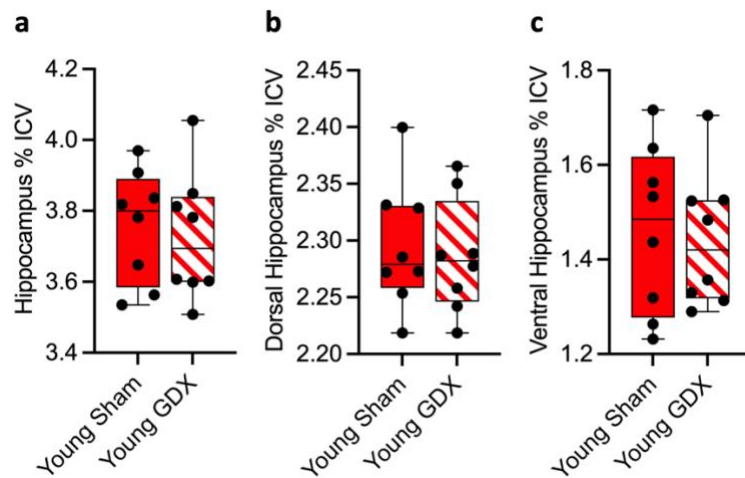

Supplemental Figure 2. Gonadectomy did not induce hippocampal atrophy at young age.

Substructure volumes, assessed by MRI, taken as a percentage of intercranial volume (ICV) are shown for (a) hippocampus, (b) dorsal hippocampus, and (c) ventral hippocampus. There were no differences in substructure volumes between groups at young age. separate, independent imaging analysis experiment, n=8 mice per group. P values were calculated by two-sided Welch's t-test. All box plots with centre lines showing the medians, boxes indicating the interquartile range, and whiskers indicating from the minimum and to the maximum values.

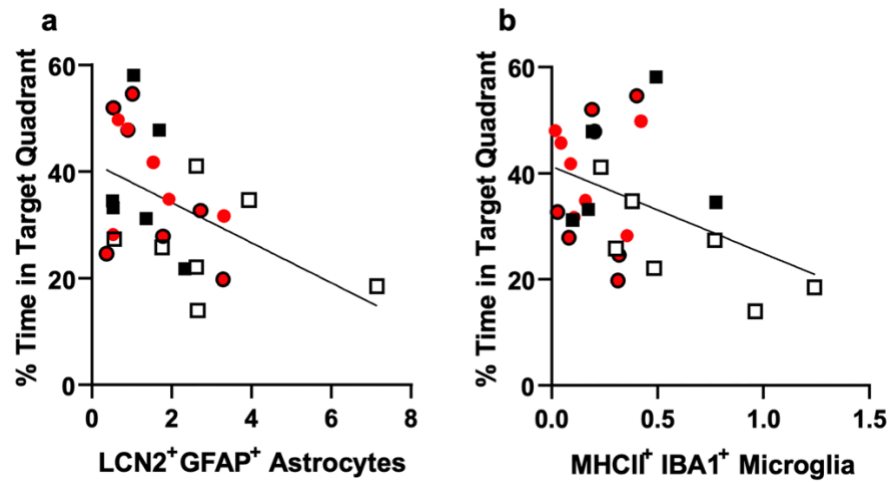

Supplemental Figure 3. Correlation of MWM cognitive performance with glia activation.

a-b) % Time in target quadrant is negatively correlated with **a)** LNC2⁺GFAP⁺ astrocytes ($r=-0.46203$, $p=0.017$) and **b)** MHCII⁺ IBA1⁺ microglia ($r=-0.4151$, $p=0.0350$). red dot, Young Sham; red dot with black rim, Young GDX; black square, Midlife Sham; white square, Midlife GDX females. Pearson correlation analyses.

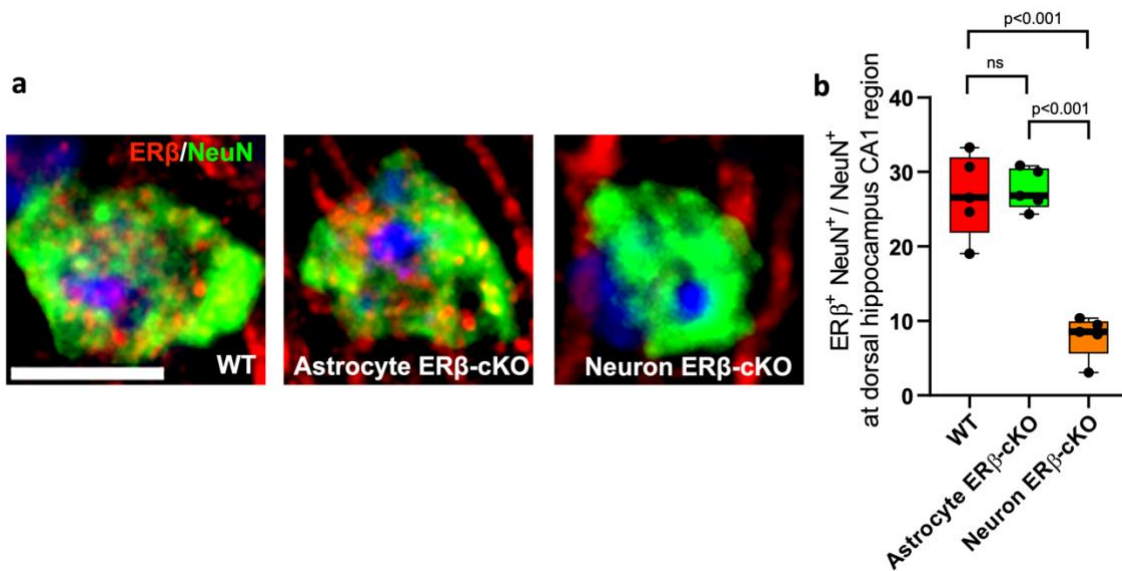

Supplemental Figure 4. ERβ expression remained intact in neurons of the astrocyte-ERβ cKO. (a) Representative 40x image of ERβ (red) and NeuN (green) with colocalization (yellow) in dorsal hippocampus CA1 region from WT littermates (WT, left), *mGFAP-Cre(77.6); ERβ^{fl/fl}* (astrocyte ERβ cKO, middle); and *rNSE-Cre; ERβ^{fl/fl}* (neuron ERβ cKO, right) mice. Bar= 10 μm. **(b)** Quantitative analysis of area fraction of colocalized ERβ⁺ NeuN⁺ in dorsal hippocampal CA1 region from WT littermates (WT, red), astrocyte ERβ cKO (green), and *rNSE-Cre; ERβ^{fl/fl}* (neuron ERβ cKO, orange) mice. A significant decrease of ERβ⁺ NeuN⁺ colocalized area was observed in neuron ERβ cKO compared to WT littermates, while there was no decrease in ERβ⁺ NeuN⁺ colocalized area in astrocyte ERβ cKO. n=5 per group. P values were calculated by two-sided Mann Whitney *U* test. All box plots with centre lines showing the medians, boxes indicating the interquartile range, and whiskers indicating from the minimum and to the maximum values.

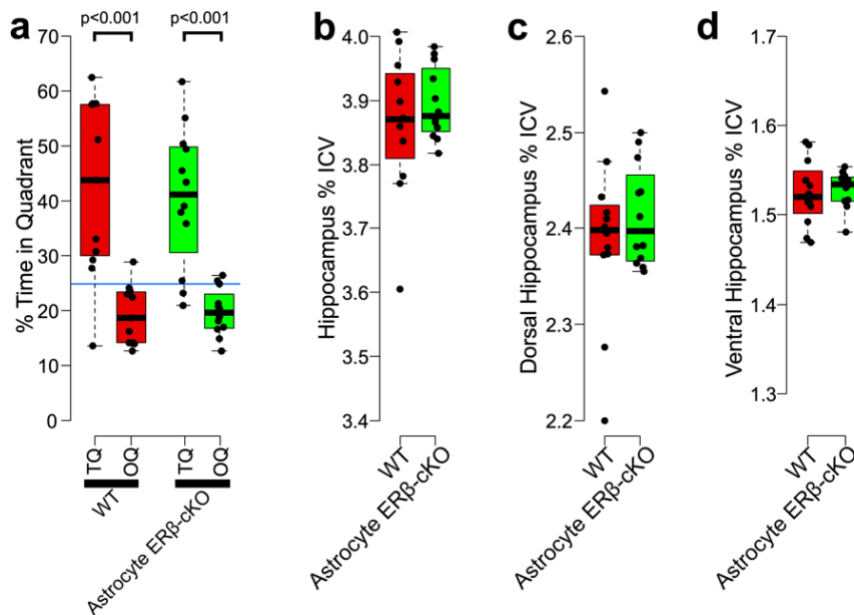

Supplemental Figure 5. Selective deletion of ER β from astrocytes does not induce cognitive impairment or hippocampal atrophy in young female mice. (a) Wild type and conditional knockouts of ER β in astrocytes (astrocyte ER β cKO) were evaluated at young age for spatial reference memory by MWM. Both WT and astrocyte ER β cKO showed intact spatial reference memory at young age. Blue line indicates the null hypothesis (25% in TQ). WT n=11, astrocyte ER β cKO n=12. Substructure volumes, assessed by MRI, taken as a percentage of intercranial volume (ICV) are shown for (b) hippocampus, (c) dorsal hippocampus, and (d) ventral hippocampus. N=12 mice per group. There was no difference in substructure volumes between groups at young age. P values were calculated by either two-sided Mann Whitney *U* test (a) or two-sided Welch's *t*-test (b-d). All box plots with centre lines showing the medians, boxes indicating the interquartile range, and whiskers indicating from the minimum and to the maximum values.

# Supplementary material for: Estrogen receptor beta in astrocytes modulates cognitive function in mid-age female mice
**Source:** Nat Commun. 2023 Sep 28;14:6044. doi: 10.1038/s41467-023-41723-7
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	TopScan (Clever Sys, Inc., Reston, VA) for Morris Water Maze. cellSens 4.0 (Olympus America Inc.) for confocal imaging.<br>No custom codes or algorithms were used to generate results.
Data analysis	Prism 9.5.0 for the analysis of behavioral studies, and histology. NIH Image J (1.54) Software for image analysis of immunostaining. R (https://www.r-project.org) for the analysis on atlas-based morphometry and RNA-Seq results.<br>No custom codes or algorithms were used to generate results.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Datasets of RNA-sequencing generated during this study are available in the GEO (Gene Expression Omnibus; www.ncbi.nlm.nih.gov/geo/) under the accession

number GSE220288.

The data that support this study are available within the article and its Supplementary Information files. Source data are provided with this paper.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

Reporting on sex and gender N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences
 ☐ Behavioural & social sciences
 ☐ Ecological, evolutionary & environmental sciences
For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes were based on previous publications from our laboratory and others considering expected biologic differences in the context of observed variability of each outcome, as well as numbers that are logistically feasible to manage with rigor. MRI for regional brain atrophy (Meyer et al, NeuroImage, 2017), behavioral cognitive testing (Harburger et al, Behav Brain Res., 2007, Wang et al, Nat Neurosci. 2020), pathology (Ziehn et al, Lab Invest. 2010, Rodríguez et al, Neurobiol Aging. 2014), treatment (Mayer et al, Lab Invest. 2023, Frick et al, Neuroscience, 2002), RNA-Seq of astrocytes (Itoh et al, PNAS, 2018).
Data exclusions	No data were excluded from the data, with the exception of damaged tissues during immunostaining.
Replication	All behavioral experiments described were replicated successfully in at least two independent cohorts of animals. The ERβ ligand treatment study was successfully conducted twice using biologically independent animals.
Randomization	For all experiments involving transgenic animals, littermates were randomly assigned to experimental groups. For all experiments involving C57BL/6J wildtype mice, age and sex were identical throughout cohorts and cagemates were randomly assigned to experimental groups.
Blinding	All experiments were performed and analyzed in a blinded manner.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☐	☒ MRI-based neuroimaging

Antibodies

Antibodies used	The following primary antibodies were used: Goat anti- mouse Lipocalin-2 (LGN2) Antibody (at 1:50, R&D, cat#AF1857), Rat anti-GFAP (at 1:500, Thermo Fisher, cat# 13-0300, clone 2.2B10), Rabbit anti-Iba1 (at 1:1000, Wako Chemicals USA Inc. cat# 019-19741), Rat anti-MHCII (at 1:500, Biolegend, cat#107602, clone M5/114.15.2), Rabbit anti-P2RY12 (at 1:1000, AnaSpec, cat#AS-55043A), Rat anti-CLEC7A (at 1:200, InvivoGen, cat#mabg-mdect, clone R1-8g7), Rat anti-P2RY12 (at 1:100, Biolegend, cat#848002, clone S16007D), Rabbit anti-CLEC7A (at 1:200, Thermo Fisher, cat#PA-534382), Rabbit anti-Synapsin 1 (at 1:500 dilution, Synaptic Systems, cat#106 103), Guinea pig anti-PSD95 (at 1:250 dilution, Synaptic Systems, cat#124 014), Mouse anti-HA (at 1:500, Biolegend, cat#901522, clone 16B12), Rabbit anti-Mouse ALDH1L1 (at 1:250, Abcam, cat#ab87117), Mouse anti-CC1 (at 1:500, Millipore, cat#OP80, clone CC-1), Rabbit anti-mouse ERβ (at 1:100, Thermo Fisher, cat#PA1310B), Guinea pig anti-NeuN (at 1:500 dilution, Synaptic Systems, cat#266 004). The following secondary antibodies were used at 1:500 dilution for staining the tissues: Goat anti-rabbit- Alexa Fluor Plus 647 (cat#A32733, Thermo Fisher), goat anti-Guinea Pig - DyLight 550 (cat# SA5-10095, Thermo Fisher), goat anti-rat- Alexa Fluor488 (Cat# 112-545-167, Jackson ImmunoResearch), and goat anti-rat-Cy3 (cat#112-165-167, Jackson ImmunoResearch), Goat anti-rat Cy5 (cat# 112-175-167, Jackson ImmunoResearch), Goat anti-rabbit TRITC (cat# 111-025-144, Jackson ImmunoResearch), Donkey anti-goat Cy5 (Ab#6566, Abcam), Donkey Anti-rat Cy3 (cat#712-165-153, Jackson ImmunoResearch), Goat anti-mouse- Cy3 (cat#115-545-166, Jackson ImmunoResearch).
Validation	All antibodies used in this manuscript were sourced from vendors and have previously been confirmed by authors for their applicability in the present study. The validation of these antibodies can be found in peer reviewed publications by us and others, and/or vendors' website. Goat anti- mouse Lipocalin-2 (LGN2) Antibody (at 1:50, R&D, cat#AF1857) was validated and used in multiple publications (e.g. Tassoni et al, Sci. Rep., 2019). Rat anti-GFAP (at 1:500, Thermo Fisher, cat# 13-0300) was validated and used in multiple publications (e.g. Itoh et al, PNAS, 2017, Tassoni et al, Sci. Rep., 2019). Rabbit anti-Iba1 (at 1:1000, Wako Chemicals USA Inc. cat# 019-19741) was validated and used in multiple publications (e.g. Itoh et al, PNAS, 2017, Meyer et al, Lab Inv., 2023). Rat anti-MHCII (at 1:500, Biolegend, cat#107602) was validated and used in multiple publications (e.g. Voskuhl et al, PNAS, 2019, Meyer et al, Lab Inv., 2023). Mouse anti-HA (at 1:500, Biolegend, cat#901522) was validated and used in multiple publications (e.g. Itoh et al, PNAS, 2017, Voskuhl et al, PNAS, 2019). Rabbit anti-P2RY12 (at 1:1000, AnaSpec, cat#AS-55043A) was validated and used in multiple publications (e.g. Werneburg et al, Immunity, 2021). Rat anti-CLEC7A (at 1:200, InvivoGen, cat#mabg-mdect) was validated and used in multiple publications (e.g. Werneburg et al, Immunity, 2021). Rabbit anti-Synapsin 1 (at 1:500 dilution, Synaptic Systems, cat# 106 103) was validated by the company (https://sysy.com/product/106103) and used in multiple publications (e.g. Shi et al, Neuron., 2021). Guinea pig anti-PSD95 (at 1:250 dilution, Synaptic Systems, cat#124 014) was previously used in multiple publications (e.g. Grabner et al, Nature Comm., 2023). Rabbit anti-Mouse ALDH1L1 (at 1:250, Abcam, cat#ab87117) was previously used in multiple publications (e.g. Jiwaji et al, Nature Comm., 2022, Burda et al, Nature, 2022). Mouse anti-CC1 (at 1:500, Millipore, cat#OP80) was validated and used in multiple publications (e.g. Voskuhl et al, PNAS, 2019, Meyer et al, Lab Inv., 2023). Rabbit anti-mouse ERβ (at 1:100, Thermo Fisher, Cat: PA1310B) was previously validated and used in multiple publications (e.g. Kim et al, Sci. Rep. 2019). Guinea pig anti-NeuN (at 1:500 dilution, Synaptic Systems, cat# 266 004) was validated by Synaptic Systems (https://sysy.com/product/266004) and used in multiple publications (e.g. Gangwani et al, Cell Rep., 2023).

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	All mice used in this study were from the C57BL/6J background. Mice were evaluated at three ages: young (3–4 months), midlife (12–14 months), and old (20–22 months). We generated mice with selective deletion of ERβ in astrocytes. GFAP-Cre:ERβfl/fl (astrocyte ERβ cKO) were generated by crossing the mGFAP-Cre 77.6 line (B6.Cg-Tg(Gfap-Cre)77.6Mvs/2J, JAX) with the exon 3 ERβ fl/fl line. NSE-Cre:ERβfl/fl (neuron ERβ cKO) were also generated by crossing the rNSEII-Cre line with the exon 3 ERβfl/fl line. GFAP-Cre:RiboTag mice were generated by crossing RiboTag mice (B6J.129(Cg)-Rpl22tm1.1Psam/SjJ, Jackson Lab) with the mGFAP-Cre 77.6 line (B6.Cg-Tg(Gfap-Cre)77.6Mvs/2J, Jackson lab). To generate GFAP-Cre:RiboTag: ERβfl/fl mice, RiboTag mice (B6J.129(Cg)-Rpl22tm1.1Psam/SjJ, Jackson Lab) were crossed with GFAP-Cre: ERβfl/fl. All mice were housed in a facility with 12-h light/dark cycle in temperature- and humidity- controlled and were allowed free access to food and water.
Wild animals	This study did not involve wild animals.
Reporting on sex	Yes, sex is report and of focus in this paper.<br>A sex difference observed prompted further study
Field-collected samples	This study did not involve field-collected samples.
Ethics oversight	All procedures were done in accordance with the guidelines of the National Institutes of Health and the Chancellor's Animal Research Committee of the University of California, Los Angeles Office for the Protection of Research Subjects. . All animal experiments were

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Magnetic resonance imaging

Experimental design

Design type	Structural MRI
Design specifications	This study did not use design specifications.
Behavioral performance measures	This study did not use behavioral performance measures.

Acquisition

Imaging type(s)	structural
Field strength	7T
Sequence & imaging parameters	Rapid-acquisition with relaxation enhancement (RARE) sequence with the following parameters: TR/TEeff 3500/32 ms, ETL 16, matrix: 256 × 192 × 100, voxel dimensions: 100 × 100 × 100 μm ³ . Total imaging time was 93 minutes.
Area of acquisition	Brain
Diffusion MRI	☐ Used ☒ Not used

Preprocessing

Preprocessing software	BrainSuite 19b and SPMMouse, SPM8, and MATLAB R2013a
Normalization	Manual rigid body alignment, followed by linear registration with modulation, and lastly non-linear spatial normalization with modulation using DARTEL.
Normalization template	Mortimer Space Atlas. Briefly, an atlas comprising 30 adult female and 30 adult male mice. (Meyer 2017 NeuroImage)
Noise and artifact removal	Standard inhomogeneity correction in SPM.
Volume censoring	This study did not use volume censoring.

Statistical modeling & inference

Model type and settings	multivariate general linear model
Effect(s) tested	structure volume, age x sex interaction, GDX x age interaction, ANOVA design
Specify type of analysis:	☐ Whole brain ☒ ROI-based ☐ Both
Anatomical location(s)	Frontal cortex, striatum, whole hippocampus, dorsal hippocampus, and ventral hippocampus were manually delineated on the average template and then computationally warped out to individual images for analysis.
Statistic type for inference<br>(See Eklund et al. 2016)	This study did not use cluster-wise methods.
Correction	FDR

Models & analysis

n/a	Involved in the study
☒	☐ Functional and/or effective connectivity
☒	☐ Graph analysis
☒	☐ Multivariate modeling or predictive analysis

How the deposited data were processed for this re-analysis (not part of the article)

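RNA bound to HA-tagged ribosomes of hippocampal astrocytes was measured in 11 female RiboTag mice at 12 to 14 months of age: 3 WT (sham), 4 ERβ cKO (sham) and 4 WT (GDX), which had been gonadectomized at 2 months. The authors immunoprecipitated the tagged ribosomes, made libraries with a KAPA stranded kit and sequenced single-end 50 base reads. They separated the libraries with bcl2fastq 2.17, checked the reads with FastQC, cleaned them with Trimmomatic, and aligned them to mm10 and counted them per gene with QuasR. The deposited values are the authors' raw counts per Ensembl gene, with no normalization, 1 library per mouse. The versions of Trimmomatic and QuasR, the treatment of reads that match several places, the strand setting of the counting and the annotation release are not given in the sources used here. Genes annotated antisense to others are therefore uncertain in both directions. The deposited table holds whole numbers for 39017 gene identifiers. Of these, 37607 were matched to GENCODE M21, from which names and places are taken, and 1410, holding 0.515% of all counts, were kept under their identifiers.

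Groups were taken from the sample labels and were not inferred from the values. The mouse numbers F1 to F5 name mice within a group and were not treated as pairs, since a number in 1 group has no stated link to the same number in another. Totals ranged from 16956233 to 18190968 counts per library, with a median of 17685486. Intervals and floors cover counting error only. A group with no count of a gene was compared at a floor of 3 counts over the group.

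For each pair of groups, genes with a count under 1 in more than 3 of the samples compared were removed, which is 1 reading of the filter the paper states, since it does not say over which samples. Counts were normalized by TMM and compared with edgeR's quasi-likelihood test with robust estimation (edgeR 4.0.16, limma 3.58.1, R 4.3.3), and p values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene with an adjusted p under 0.1 is called changed. Log2 CPM used a prior count of 2, and exact two-sided permutation tests used log2 CPM with 0.5 added. The smallest p of such a test is 0.0571 for 3 mice against 4 and 0.0286 for 4 against 4, and the same shares of genes, 5.71% and 2.86%, have groups without overlap by chance. Counts with known changes were simulated at the depth and group sizes of the samples, and the share of changes found was recorded.

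Lists of genes were written before the data were examined, 33 in all. They cover glycolysis, gluconeogenesis, lactate with glucose transport and glycogen, the TCA cycle, the respiratory chain, the pentose phosphate pathway, cholesterol synthesis, estrogen and related nuclear receptors, the 5 estrogen-responsive genes of Fig. 6a, other estrogen-responsive genes, the 7 genes of Fig. 6a, choroid plexus epithelium, ependyma and motile cilia, astrocytes, neurons, oligodendrocytes and their precursors, microglia, endothelium and pericytes, meninges and fibroblasts, blood, reactive astrocytes (pan, A1 and A2), disease-associated microglia, MHC class II, synapse, the GDNF family, the interferon response, immediate early genes, heat shock, mitochondrially encoded genes and sex chromosomes. A list of 12 glucocorticoid-responsive genes was written later, after some such genes were seen to be changed and before its members were looked at. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry. The enrichment of pathways used a right-tailed Fisher's exact test with the tested genes as background. The authors' pathway software and its gene sets were not used here, so the pathway lists are not those behind Fig. 6b.

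Genes are named in the text by a rule written at the same time. It covers every gene that the paper names in its RNA part or whose protein it stains, with the enolase genes Eno1b, Eno2 and Eno3. It adds, for each comparison, the 8 largest rises and 8 largest falls among changed genes with a mean of at least 10 counts and groups that do not overlap. It also adds up to 4 members with the smallest p of each list described, Rpl22, and up to 5 changed genes within 10 Mb of Rpl22 or Esr2. The values of the paper's own genes in its figure and source tables had been seen. Where a gene outside the rule is named, the text says that it was chosen after its values were seen.

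The settings varied one at a time were the normalization (DESeq2 size factors, library size alone), the filter (none, filterByExpr, the paper's filter read as CPM or taken over all 11 libraries), the test (DESeq2 1.42.0, edgeR's exact and likelihood ratio tests), all 3 groups in 1 fit, the mouse number as a block, an adjusted p of 0.05, the mean of choroid plexus genes as a covariate, sums of Eno1 with its copies, the size of the windows around Rpl22 and Esr2, and leaving out each mouse in turn. Quasi-likelihood estimation without the robust option, sums with Gm4735, the windows without the enolases and some settings of the enrichment were added after the data were seen. Every other split of the mice of a comparison into groups of the same sizes was tested in the same way, 35 for each comparison. For the shared WT (sham) mice, 20 sets of counts without group differences were simulated. Near-identical copies of Eno1 were found with BLAST 2.17.0 in the transcripts of mm10 and by exact matching of windows of 50 bases. Other computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The histology, MRI, behavior and human expression data of the study were not analysed here.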

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

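The tests of the order of the WT (sham) mice, of the choroid plexus covariate, of a base difference in Eno1 and of genes near Rpl22 without the enolases were chosen after the result was seen.

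ERβ cKO (sham) and WT (GDX) mice differed in 820 genes, 381 higher and 439 lower in ERβ cKO (sham), a comparison that the paper does not report. With library size alone the number was 832, with 558 higher and 274 lower. Eno1 was 0.71 higher on the log2 scale in ERβ cKO (sham) (adjusted p = 0.00802 from edgeR's quasi-likelihood test), its copy Eno1b was at -0.86 (adjusted p = 0.0116) and the pseudogene Gm4735 at 7.78 (adjusted p = 5.12e-08). The gene ENSMUSG00000072829, which has no name in the annotation used, was at 5.76 (adjusted p = 0.00982). The sizes of these last 2 are fitted values that depend on the prior count, since WT (GDX) had 3 and 1 counts of them. Gabra2, the α2 subunit of the GABA-A receptor, fell by 1.07 (adjusted p = 0.0133 from the same test) to 91.3 ± 26.6 CPM (SD, n = 4), against 192 ± 5.61 CPM (SD, n = 4) in WT (GDX). Atoh8, a transcription factor gene, was at -1.19 (adjusted p = 0.0186), and the non-coding genes Gm26512 and Gm26565 and the pseudogene Gm13502 were at -1.14, 1.79 and -1.38 (adjusted p = 0.0139, 0.0194 and 0.0194). All these passed with any 1 mouse left out. The highest adjusted p of Gm13502 was then 0.0999.

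The astrocyte genes Gfap and Aldh1l1 were lower in ERβ cKO (sham) than in WT (GDX), at -0.40 and -0.50 (adjusted p = 0.0824 and 0.0935 from edgeR's quasi-likelihood test), as was Apoe, the main lipid carrier of astrocytes, at -0.47 (adjusted p = 0.0733). Gfap and Apoe did not pass without ERβ cKO (sham) F1 or F3 or WT (GDX) F1, F2 or F3 (adjusted p up to 0.254 and 0.229), while Aldh1l1 failed whenever any 1 mouse except ERβ cKO (sham) F5 was left out (up to 0.244). The cytochrome P450 genes Cyp3a13 and Cyp1b1 were at 2.77 and -1.17 (adjusted p = 0.0398 and 0.0302), and Fsd2, a gene of muscle, was at -1.81 (adjusted p = 0.0234). Cyp1b1 and Fsd2 did not pass without WT (GDX) F3 (0.126 and 0.114), and Cyp3a13 did not pass without WT (GDX) F2, F3 or F4 (up to 0.133). The adaptor gene Grap was at 2.47, Ahnak2, a scaffold gene, at 2.25 and Slitrk6, a synapse adhesion gene, at -1.37 (adjusted p = 0.0729, 0.0550 and 0.0670). These 3 did not pass without ERβ cKO (sham) F1 or F3 or WT (GDX) F1, F3 or F4 (up to 0.200, 0.183 and 0.193). The microRNA gene Mir29b-2 was at 2.45 and the phospholipase gene Pla2g4a at 2.15 (adjusted p = 0.0749 and 0.0925), and neither passed without ERβ cKO (sham) F1 or F3 or any 1 of the WT (GDX) mice (up to 0.232 and 0.546). The uncharacterized gene D630039A03Rik was at -1.17 (adjusted p = 0.0917), and passed only without ERβ cKO (sham) F5 (up to 0.253). Without 1 mouse the number of changed genes was 144 (ERβ cKO (sham) F1), 192 (F3), 1383 (F4) and 2450 (F5), and 243, 333, 104 and 188 without WT (GDX) F1 to F4.

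Outside the genes the paper discusses, Megf6 (log2 fold change 2.78), Kcnj13 (-5.78) and Slc4a5 (-5.40) changed in ERβ cKO (sham) against WT (sham), as did Gm4735, at least 194-fold higher (a fitted 10.59, which depends on the prior count and is no bound, since WT (sham) had no counts). In WT (GDX) against WT (sham), 86 genes changed. Txnip, an inhibitor of glucose uptake, rose by 0.81 on the log2 scale (adjusted p = 0.00889 from edgeR's quasi-likelihood test), from 19.7 ± 3.05 CPM (SD, n = 3) to 34.9 ± 4.94 CPM (SD, n = 4), and the GTPase exchange factor gene Plekhg1 rose by 0.77 (adjusted p = 0.00854). Both passed with any 1 mouse left out. Smim3, which encodes a small membrane protein, was at 1.25 (adjusted p = 0.0246), and did not pass without WT (sham) F3 or F4 (up to 0.145). Fam43a, of unknown function, was at 1.08, the membrane protein gene Tmem52 at 1.44, and the non-coding or predicted genes Gm11827, Gm14569 and Gm13068 at 2.63, 0.98 and 0.85 (adjusted p = 0.0669, 0.0696, 0.0973, 0.0589 and 0.0341). Gm13068 is antisense to another gene and is uncertain without the strand setting. Of the falls, Slc4a5 was at -5.76, the sulfate transporter gene Slc13a4 at -2.30, the WD repeat gene Wdr86 at -6.06 and the retinoid transporter gene Abca4 at -2.58, with adjusted p = 7.88e-04, 0.0276, 0.0573 and 0.0334. Slc4a5 and Slc13a4 passed with any 1 mouse left out. Each of Fam43a, Tmem52, Gm11827, Gm14569, Gm13068, Wdr86 and Abca4 failed without WT (sham) F3 and without WT (GDX) F3, and their highest adjusted p were 0.370, 0.337, 0.557, 0.341, 0.189, 0.367 and 0.159. Fam43a, Tmem52, Gm14569 and Wdr86 also failed without WT (GDX) F1 or F2, Wdr86 without WT (GDX) F4, Gm11827 without WT (GDX) F1, and Tmem52, Gm11827 and Gm14569 without WT (sham) F1.

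Single mice stood apart from the others of their group in 9 of 111 values compared within groups of 4, where 5.5 would be apart by chance. In ERβ cKO (sham), Eno3 was at 3.63 CPM in F4 (4.86 to 5.04 in the others), the mean log2 CPM of cholesterol synthesis was 5.66 in F5 (5.50 to 5.52), and that of neuronal genes was 8.35 in F3 (8.22 to 8.23). In WT (GDX) F3, Rbfox3 was at 256 CPM (294 to 302), Eno2 at 799 CPM (899 to 918) and the mean log2 CPM of glycolysis at 5.60 (5.77 to 5.78). The mean log2 CPM of choroid plexus genes was 0.46 in WT (GDX) F4 (0.90 to 0.98), that of disease-associated microglia 3.39 in F2 (3.58 to 3.61) and that of immediate early genes 3.84 in F4 (4.25 to 4.33).

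The first pattern weighed is the lower level of the 7 genes of Fig. 6a in both ERβ cKO (sham) and WT (GDX). If the WT (sham) libraries held choroid plexus RNA, other choroid plexus genes should be lower too. The HA pulldown should remove such RNA unless it carries RNA without the tag or other cells carry the tag. RNA of other cells was present in every library, with neuronal genes at a mean log2 CPM of 8.10 to 8.35 (astrocyte genes 8.72 to 9.49). How it came there was not tested. The 23 choroid plexus genes outside Fig. 6a had a median of -0.76 in ERβ cKO (sham). This is short of the -1 set for this explanation and beyond the -0.5 set against it. Genes with no count in any ERβ cKO (sham) mouse were removed by the filter and are not in this median, among them Tmem72, at least 81.7-fold lower. Over the settings with all mice the median was -1.10 to -0.74, so it passed -1 in some and not in others. Ttr, abundant in that tissue, was at 67.8 CPM in WT (sham), and the study picked 6 of the full list of 29. Within WT (sham) 43.5% of the 23 followed the order of the 7 genes over the mice (19.1% of all genes), a share with no test of its own since these genes vary together over 3 mice. With the level of choroid plexus genes as a covariate the median of the 7 was -0.0668 in ERβ cKO (sham) and -0.0906 in WT (GDX). Ttr stayed at -3.28 and -4.62, and was the 1 gene of the 7 still called, in WT (GDX). That level does not overlap between WT (sham) and either other group. A lost estrogen response stays open as well: 18 other estrogen-responsive genes had a median of -0.0277, and although this meets the bound of -0.1 set against it, 9 moved each way and the list comes from other tissues, so it decides nothing about ERβ in astrocytes. Choroid plexus RNA in WT (sham) may account for the pattern, and it cannot be told apart from lower expression of the same genes in the astrocytes of both groups.

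The second pattern is the higher Eno1 in ERβ cKO (sham). Reads shared with Eno1b stay open, since the sum of both genes kept 0.439 of the log2 fold change of Eno1 alone, between the bounds set for and against it. DNA around Rpl22 that differs between the groups may play a part. Mice of both groups carry the RiboTag allele and the paper gives a C57BL/6J background for all mice. The name it gives the RiboTag line includes a second strain, however. The RiboTag WT and ERβ cKO mice came from separate breeding pairs, and the DNA was not read. Changed genes were more frequent within 10 Mb of it (Fisher's exact test, p = 0.00158), although 1 of the 2 counted is Eno1 itself, the change to be explained. Without the enolases, 1 of 203 genes, Megf6, against 3 of 19351 elsewhere was changed (Fisher's exact test, p = 0.0409), and 3 of 203 against 37 of 19351 had an unadjusted p under 0.001 (Fisher's exact test, p = 0.00821), a share that 4 of 132 stretches of 20 Mb of the genome reached. In WT (GDX) against WT (sham), where the genotype does not differ, 3 of 201 genes were changed there (1.49%), against 83 of 19124 elsewhere (0.434%; Fisher's exact test, p = 0.0606). This lean without a difference in genotype was uncertain. DESeq2 called 3 of 195 genes there against 199 of 18387 elsewhere (Fisher's exact test, p = 0.473). Windows of 5 Mb and 20 Mb passed (Fisher's exact test, p = 0.0427 and 0.0342). At an unadjusted p under 0.001, without the enolases, 23 of 132 stretches of 20 Mb reached the share of the window in WT (GDX). In ERβ cKO (sham) against WT (sham), 32 of the 204 genes near Rpl22 had an unadjusted p under 0.05, Eno1 among them, against 1062 of 19938 over all genes. In WT (GDX) against WT (sham) 17 of 201 did, against 1571 of 19695. DESeq2 and edgeR's exact and likelihood ratio tests each called 4 genes there in ERβ cKO (sham) and 3 in WT (GDX). The genes called in the window are few and the DNA was not read, so the explanation stays open. The third candidate explanation is a base difference in Eno1 that moves reads between the copies, and the lowest count of Gm4735 in an ERβ cKO (sham) mouse was 141 while WT (sham) had 0, but this idea came from the same counts and no base was read. An effect of ERβ on Eno1 stays open and was not tested apart from these or from the mix of cells in the RNA.

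For the number of changed genes between ERβ cKO (sham) and WT (sham), chance cannot be excluded: 4 of 35 splits of these mice gave 6 or more, the real split included, and the highest of the others gave 409. That split set WT (sham) F4 with ERβ cKO (sham) F1, F3 and F5, and a count so far above 6 points to a structure of the samples other than genotype. WT (GDX) against WT (sham) gave 86 genes, and ERβ cKO (sham) against WT (GDX) gave 820. In each, 1 of 35 splits, the real one, gave as many, and the highest of the others gave 57 and 1. That is the smallest share that 35 splits can give, so chance is less likely here but is not excluded.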

How the results depend on the processing

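The settings chosen after the data were seen were quasi-likelihood estimation without the robust option, the sum with Gm4735, the windows without the enolases, and for the enrichment also the other normalizations, no filter, the CPM filter, the filter over 11 libraries, all 3 groups in 1 fit and the covariate.

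The number of changed genes moved with the test, the filter and single mice. Between ERβ cKO (sham) and WT (sham) it was 6, and 39 with no filter, 2 with the CPM filter, 52 by DESeq2, 57 by edgeR's exact test, 64 by its likelihood ratio test, 16 with all 3 groups in 1 fit, 1 with the choroid plexus covariate and 10 without robust estimation. With 1 mouse left out it was 7 to 67 (15 and 67 without WT (sham) F1 and F4; 11, 29 and 52 without ERβ cKO (sham) F1, F4 and F5). For WT (GDX) against WT (sham) it was 86, and 289 with no filter, 53 with filterByExpr, 34 with the CPM filter, 206 by DESeq2, 201 by the exact test, 189 by the likelihood ratio test, 25 with all 3 groups in 1 fit, 587 with the covariate, 36 at an adjusted p of 0.05, and 11 to 275 with 1 mouse left out (11 and 275 without WT (sham) F3 and F4; 40, 53, 20 and 140 without WT (GDX) F1, F2, F3 and F4). For ERβ cKO (sham) against WT (GDX) it was 820, and 1628 by DESeq2, 1365 by the exact test, 1323 by the likelihood ratio test, 473 with the covariate, 229 at an adjusted p of 0.05, and 104 to 2450 with 1 mouse left out (144, 192, 1383 and 2450 without ERβ cKO (sham) F1, F3, F4 and F5; 243, 333, 104 and 188 without WT (GDX) F1, F2, F3 and F4). A stricter adjusted p lowers a count by construction, and otherwise the cause was not tested. With DESeq2 size factors and with library size alone, each count stayed within 1.5 times its value.

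The mouse numbers were not treated as pairs. Libraries of the same number correlated at -0.291 to 0.154 between ERβ cKO (sham) and WT (sham), -0.332 to -0.0200 between WT (GDX) and WT (sham) and 0.0180 to 0.241 between ERβ cKO (sham) and WT (GDX), and those of different numbers at -0.296 to 0.206, -0.161 to 0.209 and -0.156 to 0.117. Same numbers did not stand above different ones in the comparisons with WT (sham). Between ERβ cKO (sham) and WT (GDX) they reached higher, so a shared factor is not excluded. With the number as a replicate block, 76, 101 and 3117 genes changed in the 3 comparisons.

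Eno1 kept its direction in ERβ cKO (sham) against WT (sham) in every setting tried, between 0.35 and 0.87. It did not pass with the CPM filter (0.81), the covariate (0.61), the sum with Eno1b (0.35) or the sum with Eno1b and Gm4735 (0.49), with adjusted p of 0.127, 0.999, 0.860 and 0.542 from edgeR's quasi-likelihood test, in a range of 1.25e-04 to 0.999 over the settings. With 1 mouse left out it was 0.71 to 0.87, and it did not pass without WT (sham) F3 (0.72, adjusted p = 0.377). In WT (GDX) Eno1 was -0.0750 with the covariate, and -0.0186 to 0.14 with 1 mouse left out, lowest without WT (sham) F3, and passed in none of these. The enrichment of glycolysis and of gluconeogenesis (as -log10 p) was 0 with the CPM filter and with the covariate, in which Eno1 is not called, and 1.16 to 2.84 and 1.12 to 2.80 with 1 mouse left out, lowest without WT (sham) F4, where it did not pass (Fisher's exact test, p = 0.0692 and 0.0752).

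The covariate turned the sign of F5 (1.42) and Igf2 (0.0168) in ERβ cKO (sham) and of Clic6 (0.0489), Drc7 (0.11) and Abca4 (0.29) in WT (GDX). Ttr stayed at -3.28 in ERβ cKO (sham), where it did not pass, and at -4.62 in WT (GDX), where it still passed. Its level was 1.68 to 2.76 in WT (sham), 0.603 to 1.18 in ERβ cKO (sham) and 0.513 to 1.11 in WT (GDX), so it is confounded with the groups. Choroid plexus genes outside Fig. 6a kept a negative median in both comparisons in the settings run for the list, which left out the covariate: -1.14 to -0.64 in ERβ cKO (sham) and -1.56 to -0.70 in WT (GDX).

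The share of changed genes within 10 Mb of Rpl22, less that elsewhere, was 0.959 percentage points in ERβ cKO (sham) against WT (sham), and 0.435 (without WT (sham) F3, where it did not pass by Fisher's exact test, p = 0.0717) to 2.17 (without ERβ cKO (sham) F5) with 1 mouse left out. In WT (GDX) it was 1.06 (Fisher's exact test, p = 0.0606), and passed with windows of 5 Mb (1.29, p = 0.0427) and 20 Mb (0.81, p = 0.0342) and without WT (GDX) F4 (1.76, p = 0.0148). It was -0.102 to 1.76 with 1 mouse left out, below 0 without WT (sham) F1 (-0.0370) or F3 (-0.0560) or WT (GDX) F3 (-0.102). Around Esr2 it was -0.259 to 0.188 in ERβ cKO (sham) and -0.711 to 0.158 in WT (GDX) with 1 mouse left out, above 0 there only without WT (sham) F4, and -0.275 in ERβ cKO (sham) by DESeq2.

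Apart from leaving out mice, 83 of 116 values of the main results kept their direction and side of the threshold, 24 counts moved by more than 1.5 times, 8 no longer passed and 1 changed sign. Of 64 with a mouse left out, 41 kept them, and for the windows 18 of 20 and, with a mouse left out, 21 of 28 did. For single genes, 516 of 610 kept them, 44 passed only in the other setting, 45 no longer passed and 5 changed sign, and with a mouse left out 74 of 98 kept them, 9 passed only then and 15 no longer passed. At these depths and group sizes, 79% of genes simulated with a log2 change of 1 were found in each comparison with WT (sham), and 86% between ERβ cKO (sham) and WT (GDX), with 14.0%, 15.9% and 13.1% false calls. The simulated changes were in genes above a minimum count, and 214, 232 and 229 genes were called. The shares are therefore likely too high for a comparison with fewer changes.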

Differences from the paper's values

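None of the tests below was chosen after the data were seen, except quasi-likelihood estimation without the robust option and, for the enrichment, the other normalizations, no filter, the CPM filter, the filter over 11 libraries, all 3 groups in 1 fit and the covariate.

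Eno1 was higher in astrocytes of ERβ cKO (sham) than in those of WT (sham) at the paper's adjusted p of 0.00036, and at 0.0366 by edgeR's quasi-likelihood test here. The paper's legend names a Mann-Whitney test beside the adjusted p. All of the alternatives set before the data were examined were more than 1.5 times higher or lower than the paper's value: 5.45e-04 with no filter, 2.38e-04 by edgeR's likelihood ratio test, 1.97e-04 by its exact test, 1.25e-04 by DESeq2, 0.00425 with the mouse numbers in the model, 0.00691 with all 3 groups in 1 fit, 0.0377 with DESeq2 size factors, 0.0487 with library size alone, 0.0767 with the filter over 11 libraries, 0.0928 with filterByExpr, 0.127 with the CPM filter, 0.860 after summing with Eno1b, 0.999 with the choroid plexus covariate, and 0.0109 to 0.377 with 1 mouse left out. The value was 0.0624 without robust estimation, chosen after seeing the values. Its mean level, in RPKM, was 9.48 in WT (sham) and 16.4 in ERβ cKO (sham), and the paper's was 9.476 and 16.52.

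Of the 7 genes that Fig. 6a shows as lower in ERβ cKO (sham), the paper's legend puts all 7 at an adjusted p under 0.1 and a log2 change beyond 0.5, and 1 (Clic6) passed here at the same thresholds by edgeR's quasi-likelihood test. Alternatives set before the data were examined that came within 1.5 times the paper's count were edgeR's exact test (7), its likelihood ratio test (7), DESeq2 (6) and the fit without WT (sham) F1 (5). Those that were not were DESeq2 size factors, library size alone, filterByExpr and the filter over 11 libraries (1 each), no filter and all 3 groups in 1 fit (3 each), the mouse numbers in the model (4), the CPM filter and the covariate (0 each), and the fits without WT (sham) F3 (1) or F4 (2) or ERβ cKO (sham) F1 (2), F3 (1), F4 (2) or F5 (3). Without robust estimation, chosen after seeing the values, 3 passed and 4 of the 7 did not.

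The paper's enrichment of genes of GDNF family ligand-receptor interactions was 2.28 as -log10 p, and it was 0 here, over a list of 8 genes written for this work and not the paper's gene set. Alternatives set before the data were examined that came within 1.5 times the paper's value were DESeq2 (1.71), edgeR's exact test (1.65) and likelihood ratio test (1.60), the mouse numbers in the model (1.52), and the fits without WT (sham) F3 (2.57) and without ERβ cKO (sham) F5 (1.69). Of the others set then, it was 0 with filterByExpr and the fits without WT (sham) F1 or F4 or ERβ cKO (sham) F1, F3 or F4. Among those chosen after seeing the values, no filter gave 1.80, within 1.5 times, a setting that drops 4 of the 7 genes of Fig. 6a and calls 3 (1 in the analysis here and 1 without WT (sham) F3), and DESeq2 size factors, library size alone, the CPM filter, the filter over 11 libraries, all 3 groups in 1 fit, the covariate and estimation without the robust option gave 0. The list's gene Ret was at -2.17 (adjusted p = 0.196).

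The paper presents its 7 genes as the most decreased ones. Each was lower here, in the paper's direction. Among 8243 lower genes that were tested and had a mean of 10 counts or more, Ttr stood at place 2, F5 at 6, Clic6 at 7, Cldn2 at 9, Drc7 at 18, Enpp2 at 20 and Igf2 at 23. Genes with no count in any ERβ cKO (sham) mouse were not tested and have no place, among them Tmem72 and Otx2, at least 81.7-fold and 48.8-fold lower. Kcnj13 (-5.78) and Slc4a5 (-5.40) passed edgeR's quasi-likelihood test with larger decreases than Clic6 (-3.59), the gene of the 7 that passed. By edgeR's exact test 23 genes were lower by more than 0.5 on the log2 scale, 7 of the 7 among them, with 2 of these in the first 7 by size and 3 by p. At the same minimum change, 24 were by its likelihood ratio test, again with 7 of the 7, 2 in the first 7 by size and 2 by p, and by DESeq2 23 were, with 6 of the 7, 2 by size and 2 by p.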

Other observations

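The test on Gabra2 and that near Rpl22 at an unadjusted p were chosen after the result was seen, and Tsc22d3, Klf15, Mt1, Mt2, Klf9, Zbtb16, Rin2, Thrsp, Sdc4 and Tnfrsf8 were named after their values were seen. Adjusted p of single genes are from edgeR's quasi-likelihood test. The libraries also held RNA of neuronal genes, and the mix of cells was not separated from expression in astrocytes.

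Of 20 genes of astrocytes, 4 were higher over all genes in WT (GDX) than in WT (sham), and 19 when adjusted over the list alone, with a median log2 fold change of 0.27. The set tests that allow for correlation did not pass 0.05 (camera adjusted p = 8.96e-20, adjusted p = 0.0686 with an estimated correlation, and fry adjusted p = 0.0681; 15 at unadjusted p under 0.05, 6 by DESeq2 and 5 by edgeR's exact and likelihood ratio tests). The number called was 0 without WT (sham) F3, 11 without WT (sham) F4, 1 without WT (GDX) F1 and 2 without WT (GDX) F3. Gjb6, the gap junction protein connexin 30, rose by 0.55 (SE 0.10, adjusted p = 0.0112 from edgeR's quasi-likelihood test), from 288 ± 14.0 CPM (SD, n = 3) to 427 ± 60.6 CPM (SD, n = 4), and did not pass without WT (sham) F3 (0.145). The calcium binding protein gene S100b was at 0.43 (adjusted p = 0.0334; up to 0.173 without WT (sham) F3 or WT (GDX) F1), the glutamine synthetase gene Glul at 0.43 (adjusted p = 0.0496; up to 0.330 without WT (sham) F3 or WT (GDX) F1 or F3) and the tissue factor gene F3 at 0.39 (adjusted p = 0.0871; up to 0.399 without WT (sham) F3 or WT (GDX) F1, F3 or F4).

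Genes that respond to glucocorticoids were among those higher after GDX. Pdk4, which holds back the use of glucose in mitochondria, rose by 0.77 (adjusted p = 0.00331 from edgeR's quasi-likelihood test) and the metallothionein gene Mt2 by 0.70 (adjusted p = 7.88e-04), and both passed with any 1 mouse left out. Tsc22d3, the leucine zipper gene induced by glucocorticoids, was at 187 ± 13.1 CPM (SD, n = 3) in WT (sham), 254 ± 25.2 CPM (SD, n = 4) in ERβ cKO (sham) and 492 ± 128 CPM (SD, n = 4) in WT (GDX), at 1.38 against WT (sham) (adjusted p = 0.133), and passed without WT (GDX) F4. Klf15 was at 0.53, Mt1 at 0.43, Klf9 at 0.35 and Zbtb16 at 0.44 (adjusted p = 0.0347, 0.0478, 0.0927 and 0.0573). Each of these 4 failed without WT (sham) F3, WT (GDX) F1 or WT (GDX) F3 (up to 0.164, 0.315, 0.390 and 0.206), Mt1, Klf9 and Zbtb16 also without WT (GDX) F2, and Klf9 and Zbtb16 without WT (sham) F1. For 12 further glucocorticoid-responsive genes the median was 0.46 and 12 of 12 were positive (fry p = 0.0139; camera p = 0.0172 with an estimated correlation), with none changed over all genes by edgeR's quasi-likelihood test and 9 higher when adjusted over the list alone. In ERβ cKO (sham) against the same WT (sham) mice their median was 0.26, with 10 of 12 positive and 3 higher over the list alone (fry p = 0.0499; camera p = 0.0524 with an estimated correlation), and between ERβ cKO (sham) and WT (GDX) it was -0.26 (fry p = 0.142). A stronger glucocorticoid response in the WT (GDX) mice may account for these genes, as a hypothesis found and tested on the same mice. An effect of the lost ovarian hormones and a difference in stress between the groups were not separated, and a low level in the shared WT (sham) mice stays open. Other rises after GDX were Rin2, a regulator of endocytosis, at 0.74, the lipogenic gene Thrsp at 0.65 and the syndecan gene Sdc4 at 0.55 (adjusted p = 7.88e-04, 0.00165 and 0.00889). Rin2 and Thrsp passed with any 1 mouse left out, and Sdc4 did not pass without WT (sham) F3 (0.145).

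Between the groups that lacked ERβ in astrocytes or the ovaries, 14 of 20 astrocyte markers were lower over all genes in ERβ cKO (sham) than in WT (GDX), and 19 when adjusted over the list alone, with a median of -0.46 (camera adjusted p = 2.36e-23, adjusted p = 0.25 with an estimated correlation, and fry adjusted p = 0.0643; 18 by DESeq2 and by edgeR's exact and likelihood ratio tests). Without 1 mouse the number was 3 (ERβ cKO (sham) F1), 6 (F3), 6 (WT (GDX) F1), 7 (F2), 3 (F3) and 6 (F4). Gja1, connexin 43, was at 832 ± 78.9 CPM (SD, n = 3) in WT (sham), 675 ± 58.2 CPM (SD, n = 4) in ERβ cKO (sham) and 1036 ± 100 CPM (SD, n = 4) in WT (GDX), at -0.61 (adjusted p = 0.00942). Gjb6 was at -0.78 and Glul at -0.59 (adjusted p = 0.00958 and 0.0168), and these 3 passed with any 1 mouse left out. The water channel gene Aqp4 was at -0.56 (adjusted p = 0.0270), and did not pass without ERβ cKO (sham) F1 or WT (GDX) F1 or F3 (up to 0.123).

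Astrocytes supply neurons with cholesterol. Of 18 genes of its synthesis, 5 were lower over all genes in ERβ cKO (sham) than in WT (GDX) and 10 when adjusted over the list alone, with a median of -0.28 (camera adjusted p = 4.45e-08, adjusted p = 0.25 with an estimated correlation, and fry adjusted p = 0.0243; 7 by DESeq2 and 5 by edgeR's exact and likelihood ratio tests). The count was 3 without ERβ cKO (sham) F1 or F3 or WT (GDX) F1, F2 or F3, and 10 without ERβ cKO (sham) F5. Msmo1, a sterol oxidase gene, was at 170 ± 17.6 CPM (SD, n = 3) in WT (sham), 156 ± 10.5 CPM (SD, n = 4) in ERβ cKO (sham) and 221 ± 20.1 CPM (SD, n = 4) in WT (GDX), at -0.50 (adjusted p = 0.0185), and Insig1 was at -0.50 and Sc5d at -0.48 (adjusted p = 0.0186 each). These 3 passed with any 1 mouse left out, and Hmgcs1, at -0.36 (adjusted p = 0.0558), did not without ERβ cKO (sham) F1 or F3 or WT (GDX) F1, F2 or F3 (up to 0.187). Against WT (sham), the median of the 18 genes was -0.13 in ERβ cKO (sham) (camera adjusted p = 7.83e-04; adjusted p = 0.309 with an estimated correlation) and 0.12 in WT (GDX) (camera adjusted p = 0.00698; adjusted p = 0.364 with an estimated correlation). No gene of the list was changed in either by edgeR's quasi-likelihood test (1 and 4 at unadjusted p under 0.05, 0 and 1 by DESeq2 and by edgeR's exact and likelihood ratio tests, and in WT (GDX) 1 when adjusted over the list alone, 3 without WT (sham) F4 and 1 without WT (GDX) F4).

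Of 14 genes of endothelium and pericytes, 4 were higher over all genes in ERβ cKO (sham) than in WT (GDX) and 12 when adjusted over the list alone, with a median of 0.87 (camera adjusted p = 2.42e-10, adjusted p = 0.463 with an estimated correlation, and fry adjusted p = 0.129; 10 by DESeq2 and by edgeR's exact and likelihood ratio tests). The count was 1, 0 and 6 without ERβ cKO (sham) F1, F3 and F4, and 6, 2, 0 and 1 without WT (GDX) F1 to F4. The VEGF receptor gene Kdr was at 0.71, the efflux transporter gene Abcb1a at 1.05, Ly6c1 at 1.19 and the organic anion transporter gene Slco1a4 at 1.03 (adjusted p = 0.0598, 0.0653, 0.0733 and 0.0733). Slco1a4 was at 12.4 ± 9.45 CPM (SD, n = 3) in WT (sham), 28.7 ± 4.51 CPM (SD, n = 4) in ERβ cKO (sham) and 14.1 ± 5.57 CPM (SD, n = 4) in WT (GDX). Without WT (GDX) F3 or ERβ cKO (sham) F3 none of these 4 passed (up to 0.169, 0.174, 0.191 and 0.198). Kdr, Abcb1a and Slco1a4 also failed without ERβ cKO (sham) F1, Kdr, Abcb1a and Ly6c1 without WT (GDX) F4, Ly6c1 and Slco1a4 without WT (GDX) F2, Kdr without WT (GDX) F1, and Slco1a4 without ERβ cKO (sham) F5.

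Gabra2, the α2 subunit of the GABA-A receptor, was at 183 ± 28.3 CPM (SD, n = 3) in WT (sham), and every ERβ cKO (sham) mouse, at 61.1 to 117 CPM, lay below every WT mouse. A strain difference between the ERβ cKO and the WT mice may account for this, but the idea came from these values, no base was read, and it cannot be told apart from an effect of ERβ. The gene ENSMUSG00000072829 had 12, 17, 40 and 12 counts in ERβ cKO (sham) F1, F3, F4 and F5 and none in WT (sham), at least 20.3-fold higher. Tnfrsf8, a receptor gene within 10 Mb of Rpl22, had 67 counts over the ERβ cKO (sham) mice and none in WT (sham), at least 16.8-fold higher (adjusted p = 0.117 from edgeR's quasi-likelihood test), and passed without WT (sham) F4 or ERβ cKO (sham) F4 or F5.

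Near Rpl22, changed genes were more frequent than elsewhere between ERβ cKO (sham) and WT (GDX) as well, 19 of 204 genes within 10 Mb (9.31%) against 791 of 19180 (4.12%; Fisher's exact test, p = 0.00111). Without the enolases, 11 of 203 genes (5.42%) had an unadjusted p under 0.001, a test chosen after the result was seen, and 4 of 132 stretches of 20 Mb of the genome held as high a share. Gm13111 was at -0.64, the invasion inhibitor gene Miip at 1.29, the kinase gene Pik3cd at 0.68 and Megf6 at 1.59 (adjusted p = 0.0127, 0.0139, 0.0185 and 0.0194), and these passed with any 1 mouse left out. Gm13111 is antisense to another gene and is uncertain without the strand setting. Around Esr2, 9 of 192 genes were changed (Fisher's exact test, p = 0.715). The spectrin gene Sptb was at 0.66 and Lin52 at -0.59 (adjusted p = 0.0117 and 0.0184), and both passed with any 1 mouse left out. Sgpp1, Map3k9 and Snapc1 were at -0.49, 0.37 and -0.65 (adjusted p = 0.0598, 0.0670 and 0.0679), and failed without ERβ cKO (sham) F1 or WT (GDX) F1, F3 or F4 (up to 0.205, 0.184 and 0.192), Sgpp1 and Snapc1 without WT (GDX) F2, Map3k9 without ERβ cKO (sham) F3 and Snapc1 without F4. In WT (GDX) against WT (sham), where the genotype does not differ, 3 of 201 genes near Rpl22 were changed (1.49%), against 83 of 19124 elsewhere (0.434%; Fisher's exact test, p = 0.0606). They were Tmem52, Gm13068 and the NAD kinase gene Nadk, at 0.37 (adjusted p = 0.0973). Nadk failed without WT (sham) F1 or F3 or WT (GDX) F1, F2 or F3 (up to 0.405).

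Lists of energy metabolism held 1 changed gene after GDX. The medians in WT (GDX) against WT (sham) were -0.00 for glycolysis, 0.01 for gluconeogenesis, 0.04 for lactate, glucose transport and glycogen, 0.07 for the TCA cycle, 0.07 for the respiratory chain and 0.12 for the pentose phosphate pathway. They ran, without 1 mouse at a time, from -0.03 to 0.10, -0.03 to 0.10, -0.01 to 0.07, 0.03 to 0.14, 0.01 to 0.14 and 0.07 to 0.15, and the median of gluconeogenesis was -0.01 with library size alone. Pdk4 was the 1 gene higher over all genes, on the lactate list, with 4 when adjusted over the list alone and 3 without WT (sham) F1 or F4 (camera adjusted p = 0.0200; adjusted p = 0.499 with an estimated correlation), and the TCA cycle had a camera adjusted p of 0.00925 (adjusted p = 0.678 with an estimated correlation). On the other 5 lists no gene was called by edgeR's quasi-likelihood, exact and likelihood ratio tests or by DESeq2, and 1, 2, 3, 0 and 0 had an unadjusted p under 0.05. Between ERβ cKO (sham) and WT (GDX) the medians were -0.04, -0.05, -0.12, -0.08, -0.12 and -0.09 in the same order, and -0.08 to 0.01, -0.08 to -0.00, -0.17 to -0.09, -0.09 to -0.04, -0.22 to -0.07 and -0.14 to -0.04 with 1 mouse left out. With library size alone the median of all genes in that comparison was 0.0406, that of glycolysis turned to 0.01 and that of gluconeogenesis was -0.00. The glycolysis and gluconeogenesis lists held 2 higher genes and 1 lower gene each by edgeR's quasi-likelihood test, with 3 higher without ERβ cKO (sham) F4, 4 and 3 lower without F5, and 1 higher without F1, F3 or any 1 of the WT (GDX) mice. The gluconeogenesis list also held 2 lower without ERβ cKO (sham) F4. On the lactate list Pdk4 was at -0.90, the glycogen phosphorylase gene Pygm at -0.43 and Pdk2 at -0.37 (adjusted p = 0.0135, 0.0733 and 0.0876), 3 lower genes over all genes and 6 over the list alone (camera adjusted p = 0.00614; adjusted p = 0.607 with an estimated correlation), with 6 without ERβ cKO (sham) F5 and 1, Pdk4, without ERβ cKO (sham) F1 or F3 or any 1 of the WT (GDX) mice (Pygm and Pdk2 up to 0.224 and 0.282). The TCA cycle, respiratory chain and pentose phosphate lists held none by edgeR's quasi-likelihood test (4, 2 and 2 at unadjusted p under 0.05, 1, 0 and 0 by DESeq2, 0 by edgeR's exact and likelihood ratio tests, and 4, 9 and 1 without ERβ cKO (sham) F5).

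Other cell types gave medians in WT (GDX) against WT (sham) of -0.03 for neurons, 0.08 for oligodendrocytes, 0.31 for their precursors (camera adjusted p = 0.0408; adjusted p = 0.532 with an estimated correlation), 0.04 for microglia, 0.00 for endothelium and pericytes, -0.59 for meninges and fibroblasts (camera adjusted p = 0.00668; adjusted p = 0.129 with an estimated correlation) and -1.96 for blood (camera adjusted p = 0.00147; adjusted p = 0.364 with an estimated correlation). None of these genes was called by edgeR's quasi-likelihood test (1, 2, 1, 0, 0, 3 and 3 at unadjusted p under 0.05; DESeq2 called 1 of blood, the exact test 1 of oligodendrocytes and 2 of blood, and the likelihood ratio test 1 of each), and 1 oligodendrocyte gene and 3 blood genes passed when adjusted over the list alone. Without WT (sham) F4, 2 oligodendrocyte genes passed, without WT (sham) F1, 1 precursor gene, and without WT (sham) F1 or F3, 1 blood gene. Single mice moved these medians as well. With 1 left out they were -0.07 to -0.01 for neurons (without WT (sham) F4 and F1), -0.04 to 0.24 for oligodendrocytes (F1 and F4), 0.16 (without WT (GDX) F4) to 0.91 (without WT (sham) F1) for precursors, -0.10 to 0.49 for microglia (without WT (sham) F3 and F4), -0.29 to 0.59 for endothelium and pericytes (F1 and F4), -0.66 to -0.34 for meninges and fibroblasts (F3 and F1) and -2.36 to -0.58 for blood (F3 and F4). The median of endothelium and pericytes was -0.02 with library size alone. The full choroid plexus list of 29 genes had a median of -1.32 in ERβ cKO (sham) against WT (sham), with 29 of 29 negative, 3 lower over all genes and 18 when adjusted over the list alone (camera adjusted p = 3.18e-39, adjusted p = 0.0444 with an estimated correlation, and fry adjusted p = 0.0707). The study picked 6 of these genes. The count was 8 without WT (sham) F1, and 5, 6 and 6 without ERβ cKO (sham) F1, F4 and F5.

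In ERβ cKO (sham) against WT (GDX), the medians were 0.04 for neurons, 0.22 for oligodendrocytes, 0.33 for their precursors, 0.03 for microglia, 0.05 for meninges and fibroblasts, -0.00 for blood, -0.01 for choroid plexus genes outside Fig. 6a, -0.25 for ependyma and motile cilia and -0.00 for other estrogen-responsive genes. With library size alone the medians of blood, choroid plexus genes outside Fig. 6a and other estrogen-responsive genes turned to 0.06, 0.01 and 0.04. With 1 mouse left out the sign turned for precursors (-0.04 without ERβ cKO (sham) F1), microglia (-0.07 without F5) and meninges and fibroblasts (-0.20 without F1), for blood (0.42 without F4), choroid plexus genes outside Fig. 6a (0.11 without WT (GDX) F1) and other estrogen-responsive genes (0.05 without ERβ cKO (sham) F5). The median of blood was as low as -0.56 (without F5). Reln and Camk2a of the neuronal list were higher, at 0.64 and 0.38 (adjusted p = 0.0646 and 0.0709 from edgeR's quasi-likelihood test), as were Cspg4 of the precursors, at 0.63 (adjusted p = 0.0539), and the collagen gene Col1a1, at 1.02 (adjusted p = 0.0864). Each of these 4 failed without ERβ cKO (sham) F1 or WT (GDX) F2, F3 or F4 (up to 0.184, 0.204, 0.193 and 0.246), Reln, Camk2a and Col1a1 without ERβ cKO (sham) F3, Camk2a, Cspg4 and Col1a1 without WT (GDX) F1, and Col1a1 without ERβ cKO (sham) F4. Lower genes were Olig1 of oligodendrocytes at -0.42, Igfbp2 of choroid plexus at -0.49 and the axonemal dynein gene Dnaic1 of motile cilia at -0.69 (adjusted p = 0.0920, 0.0518 and 0.0733). All 3 failed without ERβ cKO (sham) F1 or F3 or WT (GDX) F1, F2 or F3 (up to 0.326, 0.169 and 0.230), Olig1 and Dnaic1 without WT (GDX) F4 and Olig1 without ERβ cKO (sham) F4. Of 14 microglial genes none was called by edgeR's quasi-likelihood test (1 at unadjusted p under 0.05, 0 by DESeq2 and by edgeR's exact and likelihood ratio tests, and 1 without ERβ cKO (sham) F4).

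Lists of inflammation and reactivity held no changed gene in either comparison with WT (sham) by edgeR's quasi-likelihood test. In ERβ cKO (sham) and WT (GDX) the medians were -0.17 and -0.19 for pan-reactive astrocytes, -0.21 and 0.00 for A1, 0.02 and -0.52 for A2, -0.19 and -0.01 for disease-associated microglia, -0.40 and -0.53 for MHC class II, and 0.25 and -0.00 for the interferon response. When 1 mouse was left out they were -0.32 to -0.08, -0.26 to -0.06, -0.21 to 0.25, -0.22 to -0.06, -0.98 to -0.01 and 0.13 to 0.40 in ERβ cKO (sham), and -0.36 to -0.16, -0.12 to 0.14, -0.59 to -0.12, -0.20 to 0.07, -1.23 to -0.16 and -0.16 to 0.15 in WT (GDX). The ends for MHC class II were without WT (sham) F3 and F4 in ERβ cKO (sham) and without WT (GDX) F4 and WT (sham) F4 in WT (GDX), and those for A2 without WT (sham) F4 and F3, and F4 and F1. With library size alone the median of A1 in WT (GDX) was -0.02. In ERβ cKO (sham), 1, 2, 0, 2, 0 and 1 of these genes had an unadjusted p under 0.05 and 0 passed by DESeq2 and by edgeR's exact and likelihood ratio tests, while 2 A1 genes were lower and 1 interferon gene higher when adjusted over the list alone. In WT (GDX), 2, 3, 2, 1, 0 and 1 had an unadjusted p under 0.05, 1 A2 gene passed by the 3 other tests, and 1 pan-reactive gene passed by the likelihood ratio test. Over the list alone, 1 pan-reactive gene was lower and 1 gene went each way in A1 and in A2, and 1 pan-reactive gene passed without WT (sham) F4 and 1 of A1 and of A2 without WT (sham) F1. Camera gave disease-associated microglia and the interferon response an adjusted p of 0.0424 each in ERβ cKO (sham), and adjusted p = 0.286 and 0.374 with an estimated correlation. Between ERβ cKO (sham) and WT (GDX) the medians were 0.06, -0.05, 0.45, -0.16, 0.11 and 0.26, and -0.18 to 0.17, -0.09 to 0.04, 0.33 to 0.63, -0.19 to -0.11, -0.24 to 0.46 and 0.22 to 0.30 with 1 mouse left out (A1 0.00 with library size alone). Besides Gfap and Apoe, the ceruloplasmin gene Cp, on the pan-reactive list, was at 0.70 and S100a10, on the A2 list, at -0.49 (adjusted p = 0.0852 and 0.0731), and both failed without ERβ cKO (sham) F1 or F3 or any 1 of the WT (GDX) mice (up to 0.216 and 0.220), Cp also without ERβ cKO (sham) F4.

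Synaptic genes had medians of 0.03 in ERβ cKO (sham) and -0.05 in WT (GDX) against WT (sham), with none changed by edgeR's quasi-likelihood test (1 and 1 at unadjusted p under 0.05, and 0 by DESeq2 and by edgeR's exact and likelihood ratio tests). Between ERβ cKO (sham) and WT (GDX) the median was 0.09 and the scaffold genes Shank3, Shank2 and Shank1 were higher, at 0.46, 0.48 and 0.40 (adjusted p = 0.0361, 0.0425 and 0.0809). All 3 failed without WT (GDX) F4 (up to 0.109, 0.135 and 0.217), Shank2 and Shank1 also without ERβ cKO (sham) F1 or F3 or WT (GDX) F1, and Shank1 without WT (GDX) F3. The medians in ERβ cKO (sham) against WT (sham), WT (GDX) against WT (sham) and ERβ cKO (sham) against WT (GDX) were -0.09, 0.05 and -0.10 for nuclear receptors, -0.16, -0.03 and -0.01 for the GDNF family, -0.12, -0.13 and -0.06 for immediate early genes, -0.04, 0.02 and -0.03 for heat shock and 0.23, 0.07 and 0.15 for mitochondrially encoded genes. These were, in the same order and with 1 mouse left out, -0.14 to 0.05, -0.09 to 0.19 and -0.17 to -0.04 for nuclear receptors, -0.29 to -0.01, -0.23 to 0.05 and -0.11 to 0.04 for the GDNF family, -0.18 to -0.03, -0.21 to -0.05 and -0.11 to 0.06 for immediate early genes, -0.11 to 0.03, -0.15 to 0.08 and -0.07 to 0.05 for heat shock, and 0.05 to 0.49, -0.13 to 0.32 and 0.10 to 0.26 for mitochondrially encoded genes, whose ends in the first 2 comparisons were without WT (sham) F1 and F4. With library size alone heat shock turned to -0.00 and 0.02 in the 2 comparisons with WT (GDX), and the GDNF family to 0.04 in the last. Synaptic genes ran from -0.01 to 0.07, -0.07 to -0.02 and -0.00 to 0.11 with 1 mouse left out. None of these was changed by edgeR's quasi-likelihood test. At unadjusted p under 0.05 there was 1 GDNF family gene in each comparison and 1 immediate early gene in each comparison with WT (GDX), and Ret of the GDNF family passed in ERβ cKO (sham) by DESeq2 and by edgeR's exact and likelihood ratio tests, when adjusted over the list alone, and without WT (sham) F3 or ERβ cKO (sham) F5. In WT (GDX) against WT (sham), 1 GDNF family gene was lower when adjusted over the list alone, and in ERβ cKO (sham) against WT (GDX) 1 passed without ERβ cKO (sham) F5 and 1 mitochondrially encoded gene without F4. Of the sex chromosome genes only Xist had enough counts to be tested, at 0.65, -0.05 and 0.67, and it was called in the last comparison by edgeR's exact test alone. The Y chromosome gene Ddx3y, with too few counts to be tested, had 11 counts in ERβ cKO (sham) F1, 1 in WT (GDX) F4 and 0 in the other 9 mice.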
